# Defining CDK12 as a tumor suppressor and therapeutic target in mouse models of tubo-ovarian high-grade serous carcinoma

**DOI:** 10.1073/pnas.2426909122

**Published:** 2025-06-12

**Authors:** Jean Ching-Yi Tien, Yali Zhai, Rong Wu, Yuping Zhang, Yu Chang, Yunhui Cheng, Abigail J. Todd, Christina E. Wheeler, Shuqin Li, Rahul Mannan, Caleb Cheng, Brian Magnuson, Gabriel Cruz, Yizhi Cao, Somnath Mahapatra, Carmine Stolfi, Xuhong Cao, Fengyun Su, Rui Wang, Jianzhang Yang, Licheng Zhou, Yuanyuan Qiao, Lanbo Xiao, Marcin Cieslik, Xiaoju Wang, Zhen Wang, Jonathan Chou, Eric R. Fearon, Ke Ding, Kathleen R. Cho, Arul M. Chinnaiyan

**Keywords:** CDK12, ovarian cancer, genetically engineered mouse models (GEMMs), CDK12/13 degrader

## Abstract

Ovarian cancer is the sixth leading cause of cancer death among American women, with most fatalities attributable to tubo-ovarian high-grade serous carcinoma (HGSC). This malignancy usually develops resistance to conventional chemotherapy, underscoring the need for robust preclinical models to guide the development of novel therapies. Here, we introduce an HGSC mouse model generated via *Ovgp1*-driven Cre recombinase effecting CRISPR/Cas9-mediated deletion of *Trp53, Rb1*, and *Nf1* tumor suppressors in mouse oviductal epithelium (*m-sgPRN* model). Cyclin-dependent kinase 12 (CDK12) inactivation—frequently observed in human HGSC—is associated with poorer outcomes, DNA damage accumulation (including tandem duplications), and increased tumor immunogenicity. In our system, coablation of *Cdk12* (*m-sgPRN;Cdk12KO*) recapitulated hallmark features of HGSC, while accelerating tumor progression and reducing survival. In a conventional (Cre-lox-mediated) *Trp53/Nf1/Rb1* triple knockout model with concurrent *Cdk12* ablation (*PRN*;*Cdk12KO* mice), we observed T cell–rich immune infiltrates mirroring those seen clinically. We established both models as subcutaneous or intraperitoneal syngeneic allografts of *CDK12*-inactivated HGSC that exhibited sensitivity to immune checkpoint blockade. Furthermore, a CRISPR/Cas9 synthetic lethality screen in *PRN;Cdk12KO*-derived cell lines identified CDK13—an essential paralog of CDK12—as the most depleted candidate, confirming a previously reported synthetic lethal interaction. Pharmacologic CDK13/12 degradation (employing YJ1206) demonstrated enhanced efficacy in cell lines derived from both *m-sgPRN;Cdk12KO* and *PRN*;*Cdk12KO* models. Our results define *CDK12* as a key tumor suppressor in tubo-ovarian HGSC and highlight CDK13 targeting as a promising therapeutic approach in *CDK12*-inactive disease. Additionally, we have established valuable in vivo resources to facilitate further investigation and drug development in this challenging malignancy.

## Significance

Using novel mouse models, we establish cyclin-dependent kinase 12 (*CDK12*) as a bona fide tumor suppressor gene in tubo-ovarian high-grade serous carcinoma, demonstrating that its loss drives increased tumorigenesis and progression. Moreover, in both murine and human cells, *CDK12* inactivation creates a paralog-based synthetic lethal vulnerability that can be exploited by pharmacologically targeting CDK13, revealing a clinically relevant therapeutic strategy.

The gene encoding cyclin-dependent kinase 12 (CDK12) is among the most frequently inactivated in tubo-ovarian high-grade serous carcinoma (HGSC) (1)—with biallelic *CDK12* loss characterizing a disease subtype in which genomic instability is driven by recurrent tandem duplications (2). Functional studies further demonstrate that *CDK12* inactivation can downregulate BRCA1, causing homologous recombination (HR) defects and rendering *CDK12*-mutant cells sensitive to PARP inhibitors (2, 3). These patterns parallel those seen in metastatic castration-resistant prostate cancer (mCRPC), in which biallelic *CDK12* mutations are observed in 6.9% of cases. *CDK12*-mutant mCRPC is characterized by a genomic instability pattern in which recurrent gains secondary to focal tandem duplications yield putative neoantigens (4). Our recent work defined *Cdk12* as a bona fide tumor suppressor gene—its ablation in the murine prostate epithelium is sufficient to induce preneoplastic lesions, while driving tumor progression in the setting of concomitant *Trp53* loss (5). Whether CDK12 functions as a tumor suppressor gene in HGSC, the most common type of ovarian cancer, remains unclear.

Genetically engineered mouse models (GEMMs) have gained recent prominence in the study of ovarian cancer. *Ovgp1-iCreER^T2^* mice were developed to drive tamoxifen-inducible Cre expression in secretory cells of the oviductal epithelium—the murine equivalent of human fallopian tube epithelium (FTE) (6). When mice with various combinations of floxed *Brca1, Trp53*, *Rb1*, and *Nf1* alleles are intercrossed with the *Ovgp1-iCreER^T2^* line, resultant animals develop oviductal tumors that resemble human HGSC (6, 7). In order to test the effects of *Cdk12* inactivation on HGSC development in mice with intact *Brca1* alleles, we developed a novel transgenic animal expressing multiple small guide RNAs targeting *Trp53*, *Rb1*, and *Nf1*. We intercrossed these animals with *Ovgp1-iCreER^T2^*, *Rosa26^LSL-Cas9^* knock-in mice with and without floxed *Cdk12* alleles, which allowed us to assess the role of *Cdk12* inactivation in ovarian tumorigenesis. Our findings revealed that *Cdk12* loss promotes tumor progression and impairs survival in the *m-sgPRN* model. Furthermore, *Cdk12* loss confers increased immunogenicity, as well as synthetic lethality upon pharmacologic targeting of the CDK12 paralog kinase CDK13. Cell lines generated from *Ovgp1-iCreER^T2^* mice carrying the *m-sgPRN* transgenes and various floxed alleles of *Trp53, Rb1, Nf1,* and *Cdk12* generated tumors when injected into mice. Together, the findings establish *Cdk12* as a tumor suppressor gene in ovarian cancer and define a novel treatment strategy with potential therapeutic relevance in *CDK12*-mutant HGSC.

## Results

### *CDK12* Loss in Ovarian Cancer Yields Similar Expression Signatures to Those Seen in *CDK12*-Mutant Prostate Cancer.

*CDK12* is among the ten most recurrently inactivated genes in tubo-ovarian HGSC (1). While this list also includes established tumor suppressors—e.g., *TP53*, *RB1*, *NF1*, *BRCA1*, and *BRCA2—*it remains unclear whether *CDK12* inactivation promotes ovarian tumorigenesis. We previously showed *CDK12* to be a bona fide tumor suppressor gene in prostate cancer (4, 5). Hypothesizing it also had tumor suppressor function in HGSC, we compared gene expression in *CDK12*-mutated cases with control cases using The Cancer Genome Atlas (TCGA) ovarian cancer dataset. Enrichment plots revealed strong similarities among transcripts upregulated and downregulated by putative *CDK12* inactivation in mCRPC and HGSC tumors (Fig. 1*A*). Consistent with mCRPC, the expression signature indicative of *CDK12* inactivation in HGSC samples negatively correlated with *CDK12* protein level (Fig. 1*B*). These findings were representative of a more general phenomenon, as *CDK12* mRNA in numerous TCGA tumor types displayed strong negative correlation with the *CDK12* loss signature (Fig. 1*C*, see *SI Appendix*, Fig. S1*A*). Moreover, pathways associated with *CDK12* loss showed considerable concordance between HGSC samples and prostate cancer with presumptive *CDK12* inactivation (Fig. 1*D*, see *SI Appendix*, Fig. S1*B*). We also analyzed *CDK12* mutant and wild-type tumors from TCGA for mutation status and protein expression level of TP53, RB1, and NF1. There were no significant differences in either the mutational profile or protein expression between CDK12 mutant and wild-type groups. This indicates that CDK12 mutations are not mutually exclusive with mutations in *TP53*, *RB1*, and *NF1* (Dataset S1).

**Fig. 1.**
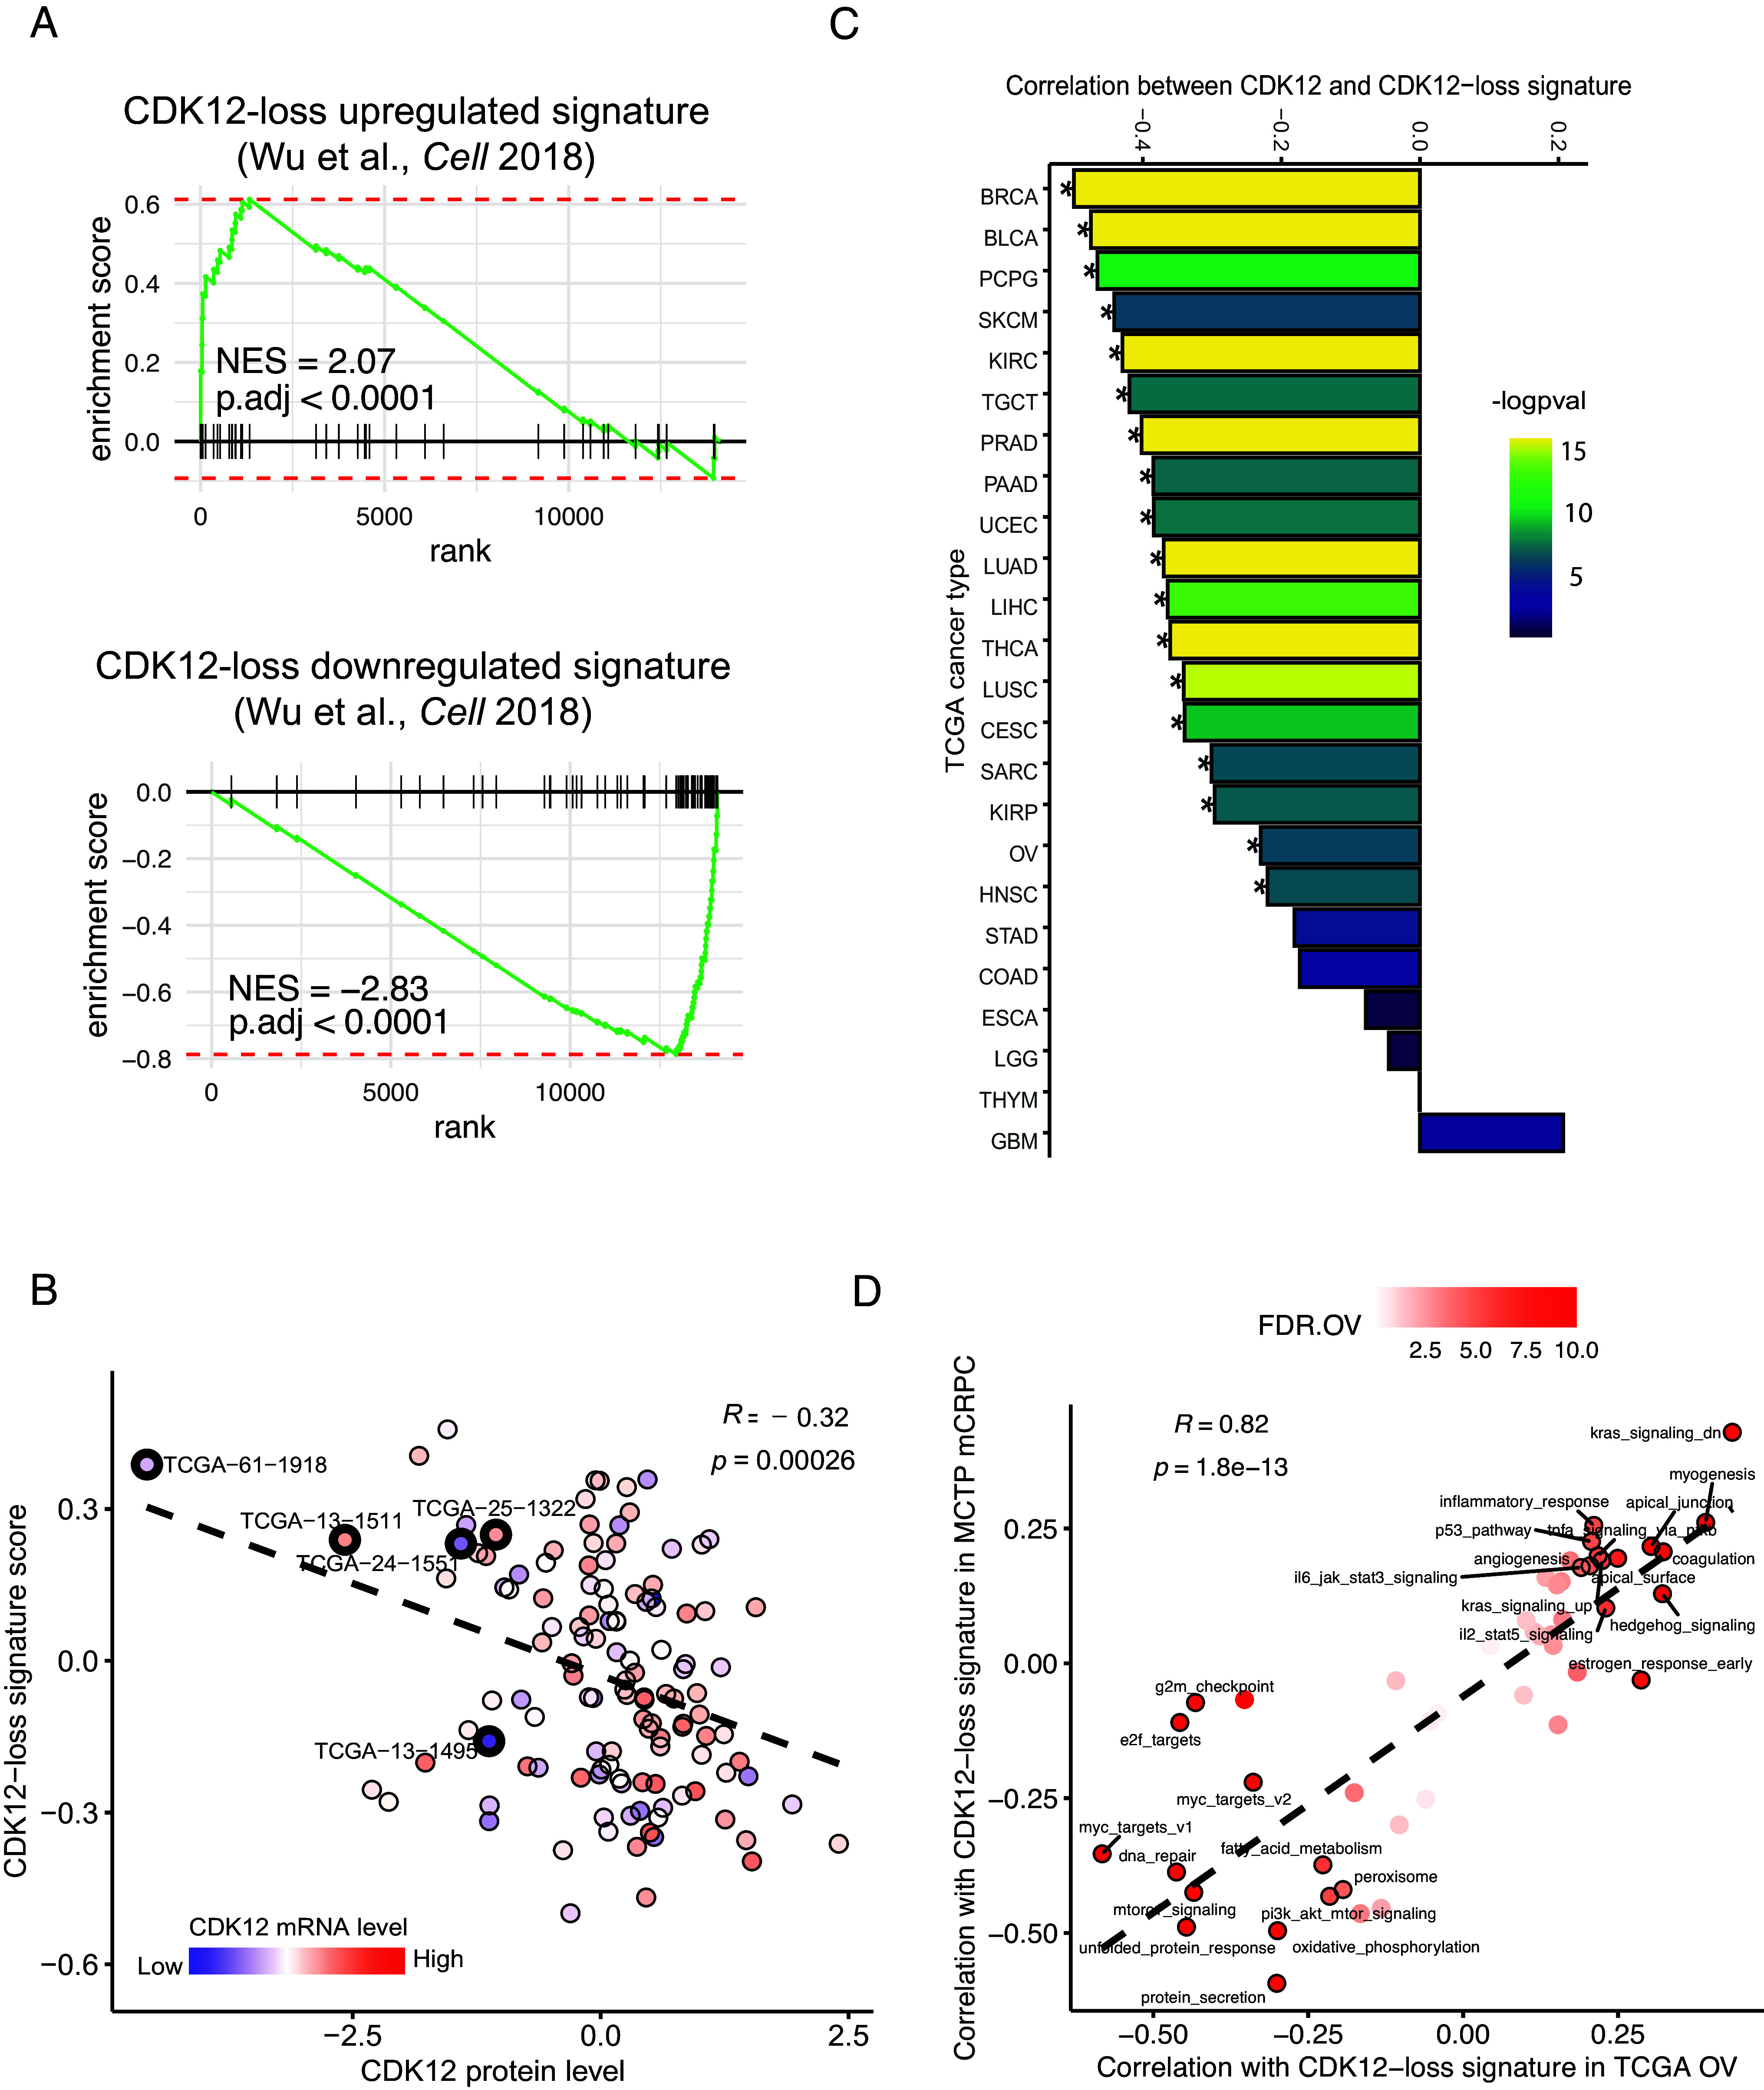
Commonalities of CDK12 loss in prostate and ovarian cancer. (*A*) Enrichment plots of CDK12-loss signatures derived from mCRPC in TCGA ovarian cancer with CDK12 inactivation. Genes are ranked by fold-change in 13 CDK12 inactivated cases vs. 34 selected control samples (*Materials and Methods*). (*B*) Scatter plot showing negative correlation (Pearson, same below) between CDK12 protein expression and CDK12-loss signature (up-regulated) score in TCGA ovarian cancer; 125 samples with available protein data are shown. Cases with CDK12 mutation are circled with thick lines and labeled. (*C*) Bar plot of correlation between *CDK12* mRNA level and CDK12-loss signature (up-regulated) score across TCGA cancer types. Significant correlation with *P* value < 0.0001 is indicated by *. (*D*) Scatter plot showing hallmark pathways associated with CDK12-loss are concordant between ovarian cancer (OV) and mCRPC (cases from the Michigan Center for Translational Pathology, MCTP). Pathways with significant correlation (*P* value < 0.0001) are circled and labeled. BRCA, Breast invasive carcinoma; BLCA, Bladder Urothelial Carcinoma, PCPG, Pheochromocytoma and Paraganglioma, SKCM, Skin Cutaneous Melanoma, KIRC, Kidney renal clear cell carcinoma, TGCT, Testicular Germ Cell Tumors, PRAD, Prostate adenocarcinoma, PAAD, Pancreatic adenocarcinoma, UCEC, Uterine Corpus Endometrial Carcinoma, LUAD, Lung adenocarcinoma, LIHC, Liver hepatocellular carcinoma, THCA, Thyroid carcinoma, LUSC, Lung squamous cell carcinoma, CESC, Cervical squamous cell carcinoma and endocervical adenocarcinoma, SARC, Sarcoma, KIRP, Kidney renal papillary cell carcinoma, OV, Ovarian serous cystadenocarcinoma, HNSC, Head and Neck squamous cell carcinoma, STAD, Stomach adenocarcinoma, COAD, Colon adenocarcinoma, ESCA, Esophageal carcinoma, LGG, Brain Lower Grade Glioma, THYM, Thymoma, GBM, Glioblastoma multiforme.

### *Cdk12* Loss Increases Aggressiveness of Ovarian Cancer In Vivo.

To determine whether *Cdk12* functioned as a tubo-ovarian HGSC tumor suppressor, we developed a novel transgenic mouse line in which the impact of its loss on tumor progression could be analyzed. First, we generated C57BL6 mice harboring multiple small guide RNAs each targeting *Trp53*, *Rb1*, and *Nf1*. Intercrossing these animals with a Cre-dependent *Cas9* line (*Rosa26*^LSL-Cas9-EGFP^) and a tamoxifen-inducible, *Ovgp1* promoter-driven *Cre* line (*Ovgp1-iCre-ER^T2^*) yielded a triple transgenic model in which *Trp53*, *Rb1*, and *Nf1* could be inactivated in the oviductal epithelium (hereafter called *m-sgPRN* mice). We administered tamoxifen to these animals at 6 to 8 wk of age and monitored tumor development and survival (Fig. 2*A*). At 26 to 52 wk following tamoxifen administration (n = 24), *m-sgPRN* mice displayed morphologically normal oviducts devoid of overt tumor masses; however, many mice developed lymphoma (impacting nearly all lymph nodes evaluated). This is likely attributable to leaky expression of Cas9 in lymphoid cells also harboring the multiguide RNA transgene (*SI Appendix*, Fig. S2*A*). Notably, while the presence of lymphoma likely contributed to shorter survival of *m-sgPRN* mice (Fig. 2 *B*, *Left* images), detailed histopathological evaluation revealed lesions resembling serous tubal intraepithelial carcinoma (STIC) in 6/48 oviducts, and early (confined to the oviduct) high-grade serous carcinoma (eHGSC) in 7/48 oviducts (Fig. 2*C*). No lesions were identified in the remaining samples. We intercrossed *m-sgPRN* with *Cdk12^f/f^* animals to achieve concomitant *Cdk12* ablation in the same tissue (*m-sgPRN;Cdk12KO* mice). While these mice developed lymphoma at a similar rate, ovarian tumor progression rapidly accelerated, such that *m-sgPRN;Cdk12KO* mice exhibited reduced survival (Fig. 2*D*) and ovarian masses grossly appreciable on necropsy (Fig. 2 *B*, *Right* image). Among 26 *m-gPRN;Cdk12KO* mice examined, 14 oviducts contained HGSC that extended beyond the oviduct, and two contained carcinosarcomas (also known as malignant mixed Müllerian tumors—MMMT, considered variants of HGSC that have undergone epithelial-to-mesenchymal transition). As expected, tumors arising in the oviducts of *m-sgPRN;Cdk12KO* mice were positive for WT-1 and negative for CDK12 by immunohistochemistry, and these tumors displayed increased γH2AX staining (indicative of DNA damage) compared to tumors arising in *m-sgPRN* mice with intact CDK12 (Fig. 2*E*, see *SI Appendix*, Fig. S2*B*).

**Fig. 2.**
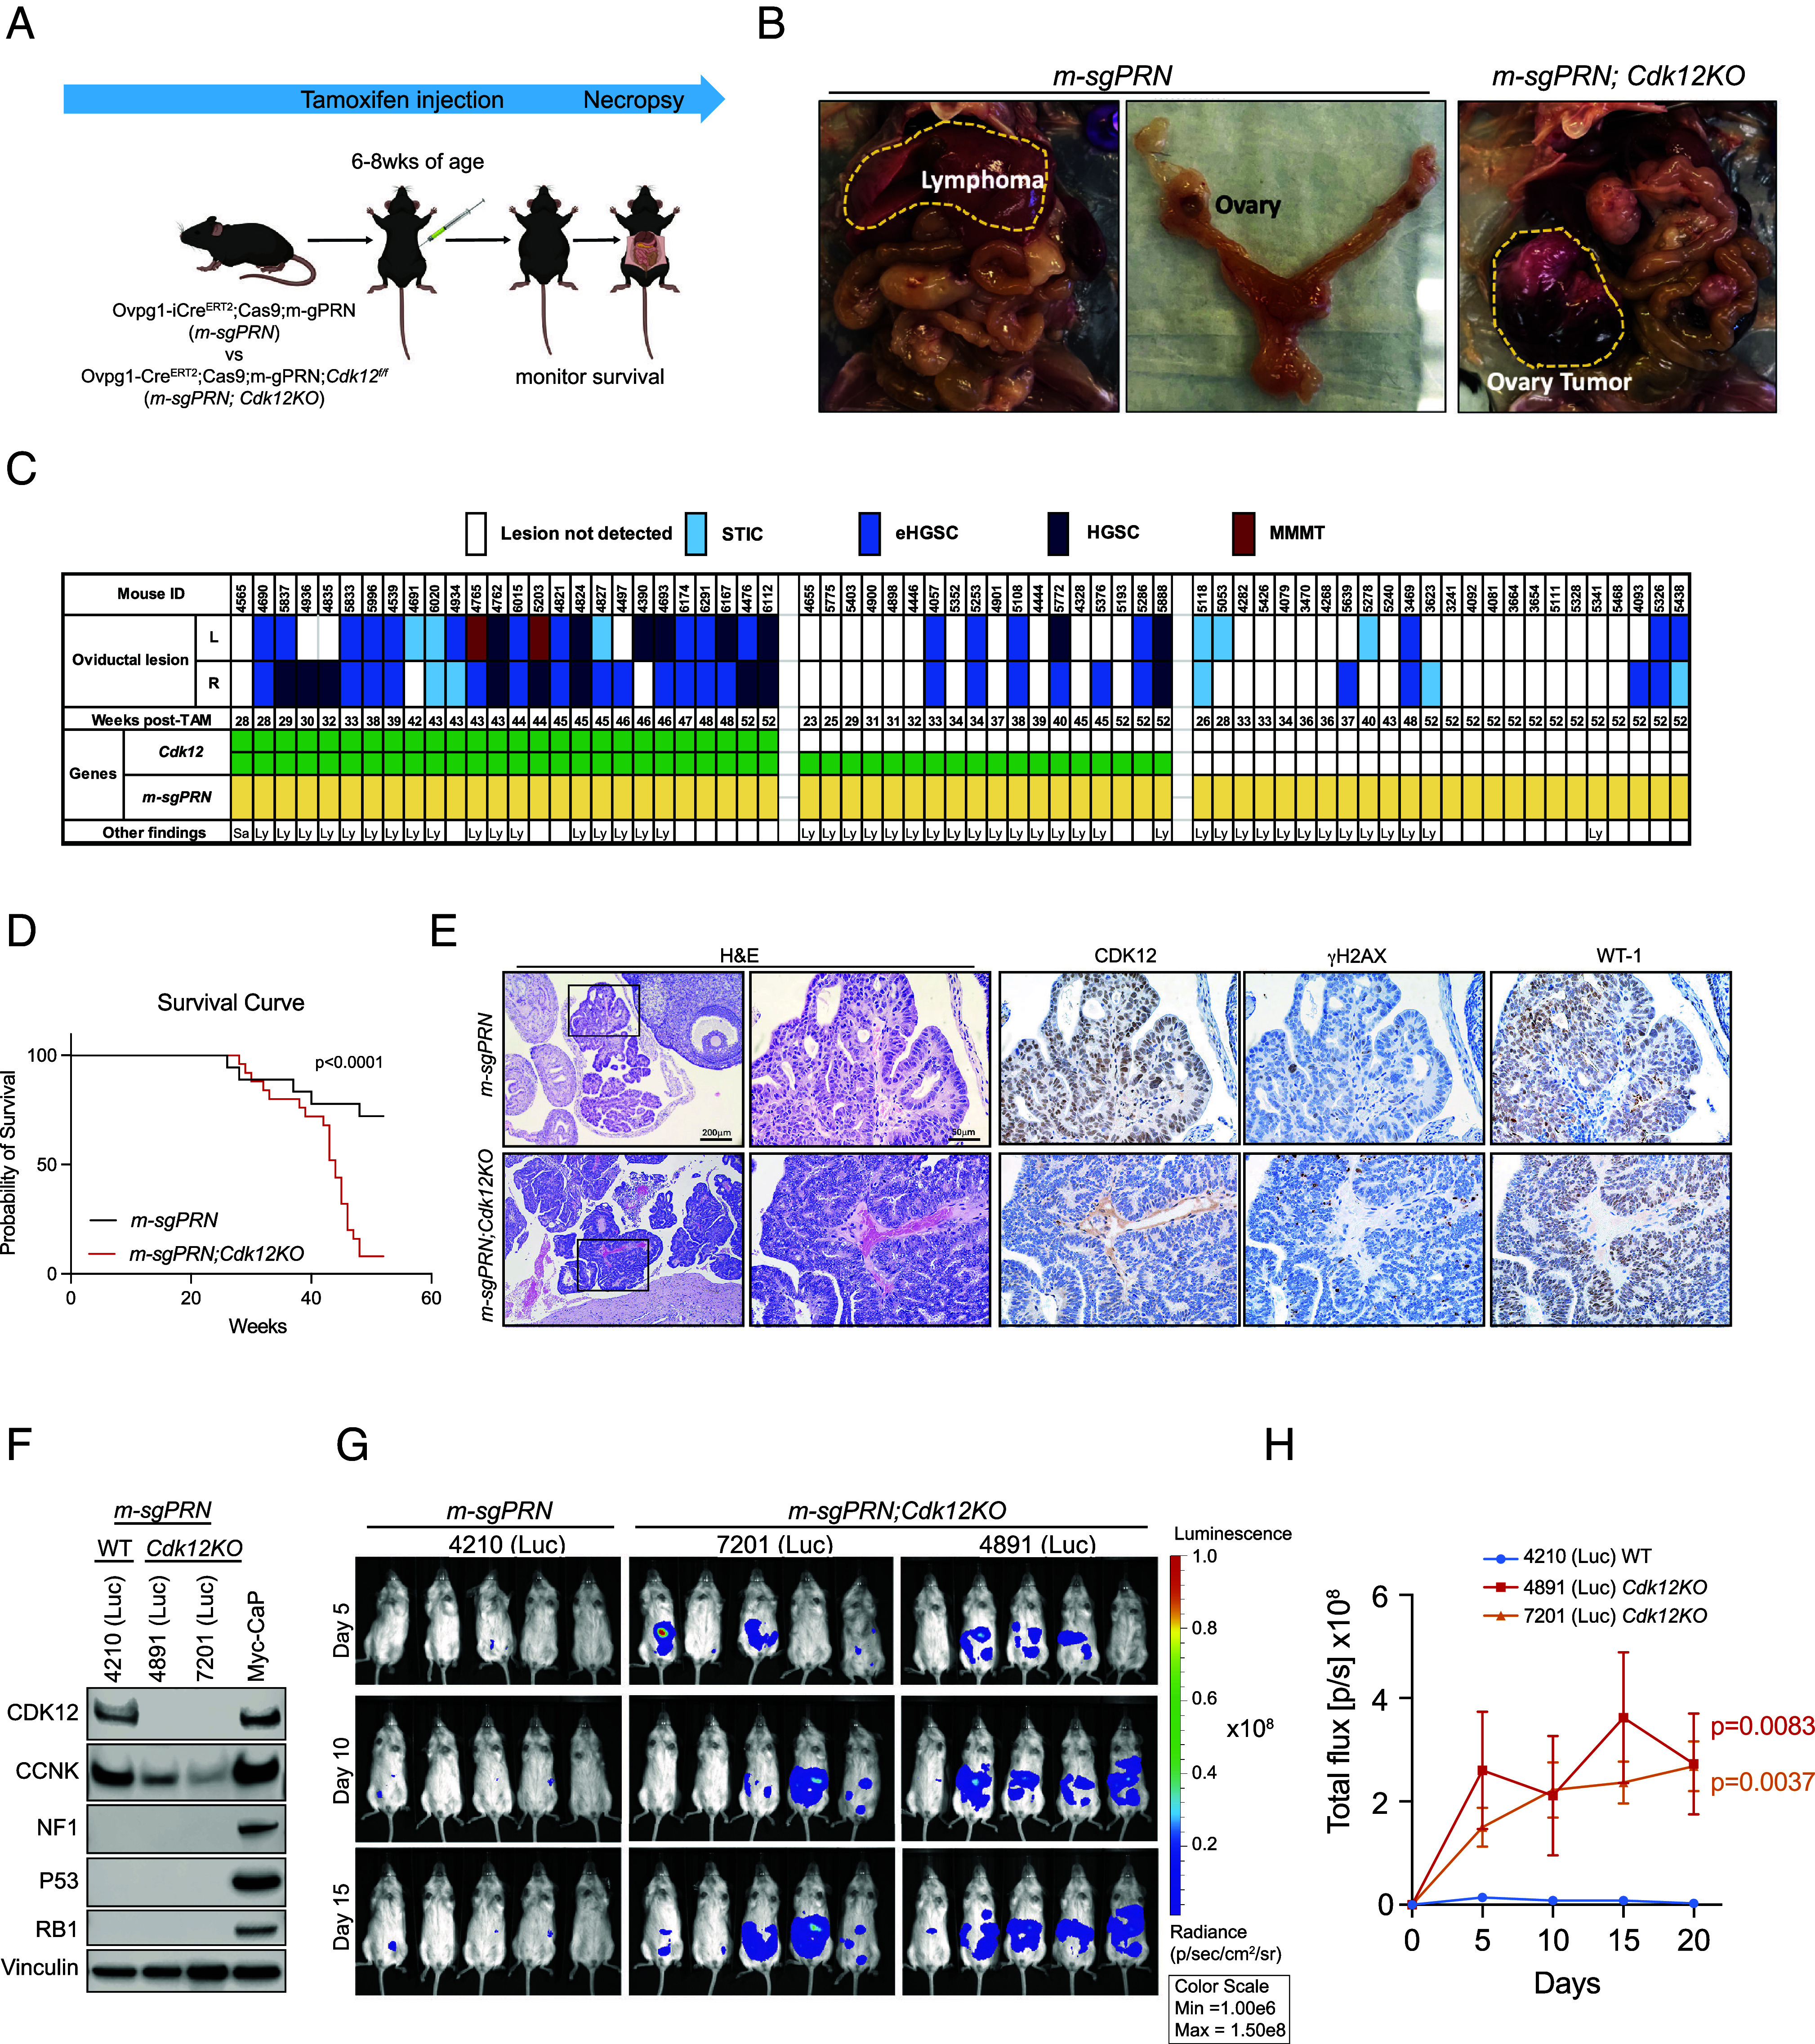
Development of an ovarian cancer model with CDK12 inactivation. (*A*) Generation of mouse ovarian cancer model with *Cdk12* knockout in mice carrying inactivated *Trp53*, *Rb1*, and *Nf1* alleles (*m-sgPRN* and *m-sgPRN;Cdk12KO* mice). (*B*) Representative images of ovarian tumors and lymphoma in these animals. (*C*) Summary of oviductal tumor phenotype in *m-sgPRN* vs. *m-sgPRN;Cdk12KO* mice followed to humane endpoints. Weeks post-tamoxifen indicate the time points at which mice reached humane endpoints. L, left; R, right oviduct. Other (nonoviductal) tumors found at necropsy included sarcoma (Sa) and lymphomas (Ly). STIC, serous tubal intraepithelial carcinoma; eHGSC, early high-grade serous carcinoma; HGSC, high-grade serous carcinoma; MMMT, malignant mixed Müllerian tumors. (*D*) Kaplan–Meier plots demonstrating survival of *m-sgPRN* and *m-sgPRN;Cdk12KO* mice. (*E*) Histological images of representative ovarian tumors from *m-sgPRN* and *m-sgPRN;Cdk12KO* mice at endpoint. (*F*) Protein expression of CDK12, CCNK, NF1, p53, RB1, and vinculin (loading control) in luciferase-expressing cell lines generated from *m-sgPRN* and *m-sgPRN;Cdk12KO* models. (*G*) Representative bioluminescence images of NSG animals 1 wk after being intraperitoneally implanted with cells from (*E*). 4210(Luc) cells were generated from *m-sgPRN;Cdk12WT* while 4891(Luc) and 7201(Luc) were generated from *m-sgPRN;Cdk12KO* cells. (*H*) Quantification of bioluminescence signals from (*G*). The signal intensity of bioluminescence represented the tumor burden. *P* values show statistical intensity difference between line of indicated color and blue line [4210(Luc)].

To establish an ovarian cancer model without the confounding effect of lymphoma development, we generated cell lines from *m-sgPRN* and *m-sgPRN;Cdk12KO* oviducts—harvesting cells 2 wk after tamoxifen injection and transducing with luciferase-expressing lentivirus (*SI Appendix*, Fig. S2*C*). After confirming deletion of CDK12, NF1, p53, and RB1 by western blot (Fig. 2*F*), we transplanted cells into NSG mice by intraperitoneal injection and assessed their tumorigenicity with bioluminescence imaging. In agreement with the in situ model, *m-sgPRN;Cdk12KO* cells demonstrated increased tumor formation vs. *m-sgPRN* cells (Fig. 2 *G* and *H*).

Human ovarian and prostate cancers with *CDK12* inactivation frequently display a DNA damage pattern characterized by tandem duplications (2, 4). To determine whether our system recapitulated this, we subjected tumor tissue from *m-sgPRN;Cdk12KO* mice to whole-genome sequencing. The *Cdk12* null tumors were characterized by variable levels of aneuploidy and copy-number alterations (*SI Appendix*, Fig. S2*D*), including recurrent instances of chromothripsis, whole-chromosome arm gains and losses, as well as focal homozygous deletions and high levels of amplification. Intriguingly, in one case, we noted a pattern of apparent genome-wide focal copy-number gains (*SI Appendix*, Fig. S2 *E* and *F*). While these gains lacked structural (split-read) evidence to confirm their genomic integration, they are reminiscent of replication-timing biases (8), and may represent an intermediate step in the formation of FTDs. Together, these data demonstrate that *Cdk12* is a bona fide tumor suppressor gene in tubo-ovarian HGSC—its loss promoting tumorigenesis, tumor progression, and DNA damage (in some cases associated with a tandem duplicator phenotype).

### *Cdk12* Ablation Induces Immune Infiltration and Blunted DNA Damage Response (DDR) Gene Expression.

Human prostate and ovarian cancers with biallelic *CDK12* inactivation develop T cell–predominant lymphocytic infiltrates (4). We previously demonstrated that similar immune responses were recapitulated in a mouse model of *Cdk12* ablation restricted to the prostate epithelium (5). We, therefore, sought to evaluate whether similar lymphocytic invasion was appreciable in murine ovarian cancer. Since sgRNAs on their own are immunogenic (a potential confounder), we opted to analyze immune response to *Cdk12* loss in the established *PRN* mouse model. In these animals, floxed *Trp53*, *Rb1*, and *Nf1* alleles are conditionally ablated in the oviduct through intercrossing with *Ovgp1-iCre-ER^T2^* mice treated transiently with tamoxifen (6). Ovarian tumors in *PRN* mice are more aggressive than those of the *m-sgPRN* model as indicated by in situ multiplex immunofluorescence (IF) analysis to demonstrate knockout efficiency of *Trp53*, *Rb1*, and *Nf1* in three models (*m-sgPRN;Cdk12KO*, *m-sgPRN*, and *PRN*)—making analysis of concomitant tumor suppressor gene inactivation (e.g., *Cdk12*) difficult (*SI Appendix*, Fig. S3*A*). Indeed, *PRN* mice developed HGSC and MMMT between 40 and 74 wk post–tamoxifen injection, and no significant difference in progression was appreciable with *Cdk12* coablation (*PRN;Cdk12KO* mice) (*SI Appendix*, Fig. S3 *B* and *C*). Despite this, immunohistochemistry for canonical immune cell markers revealed marked increases in CD3, CD8, and granzyme-B(+) cells within *PRN;Cdk12KO* tumors (Fig. 3 *A* and *B*).

**Fig. 3.**
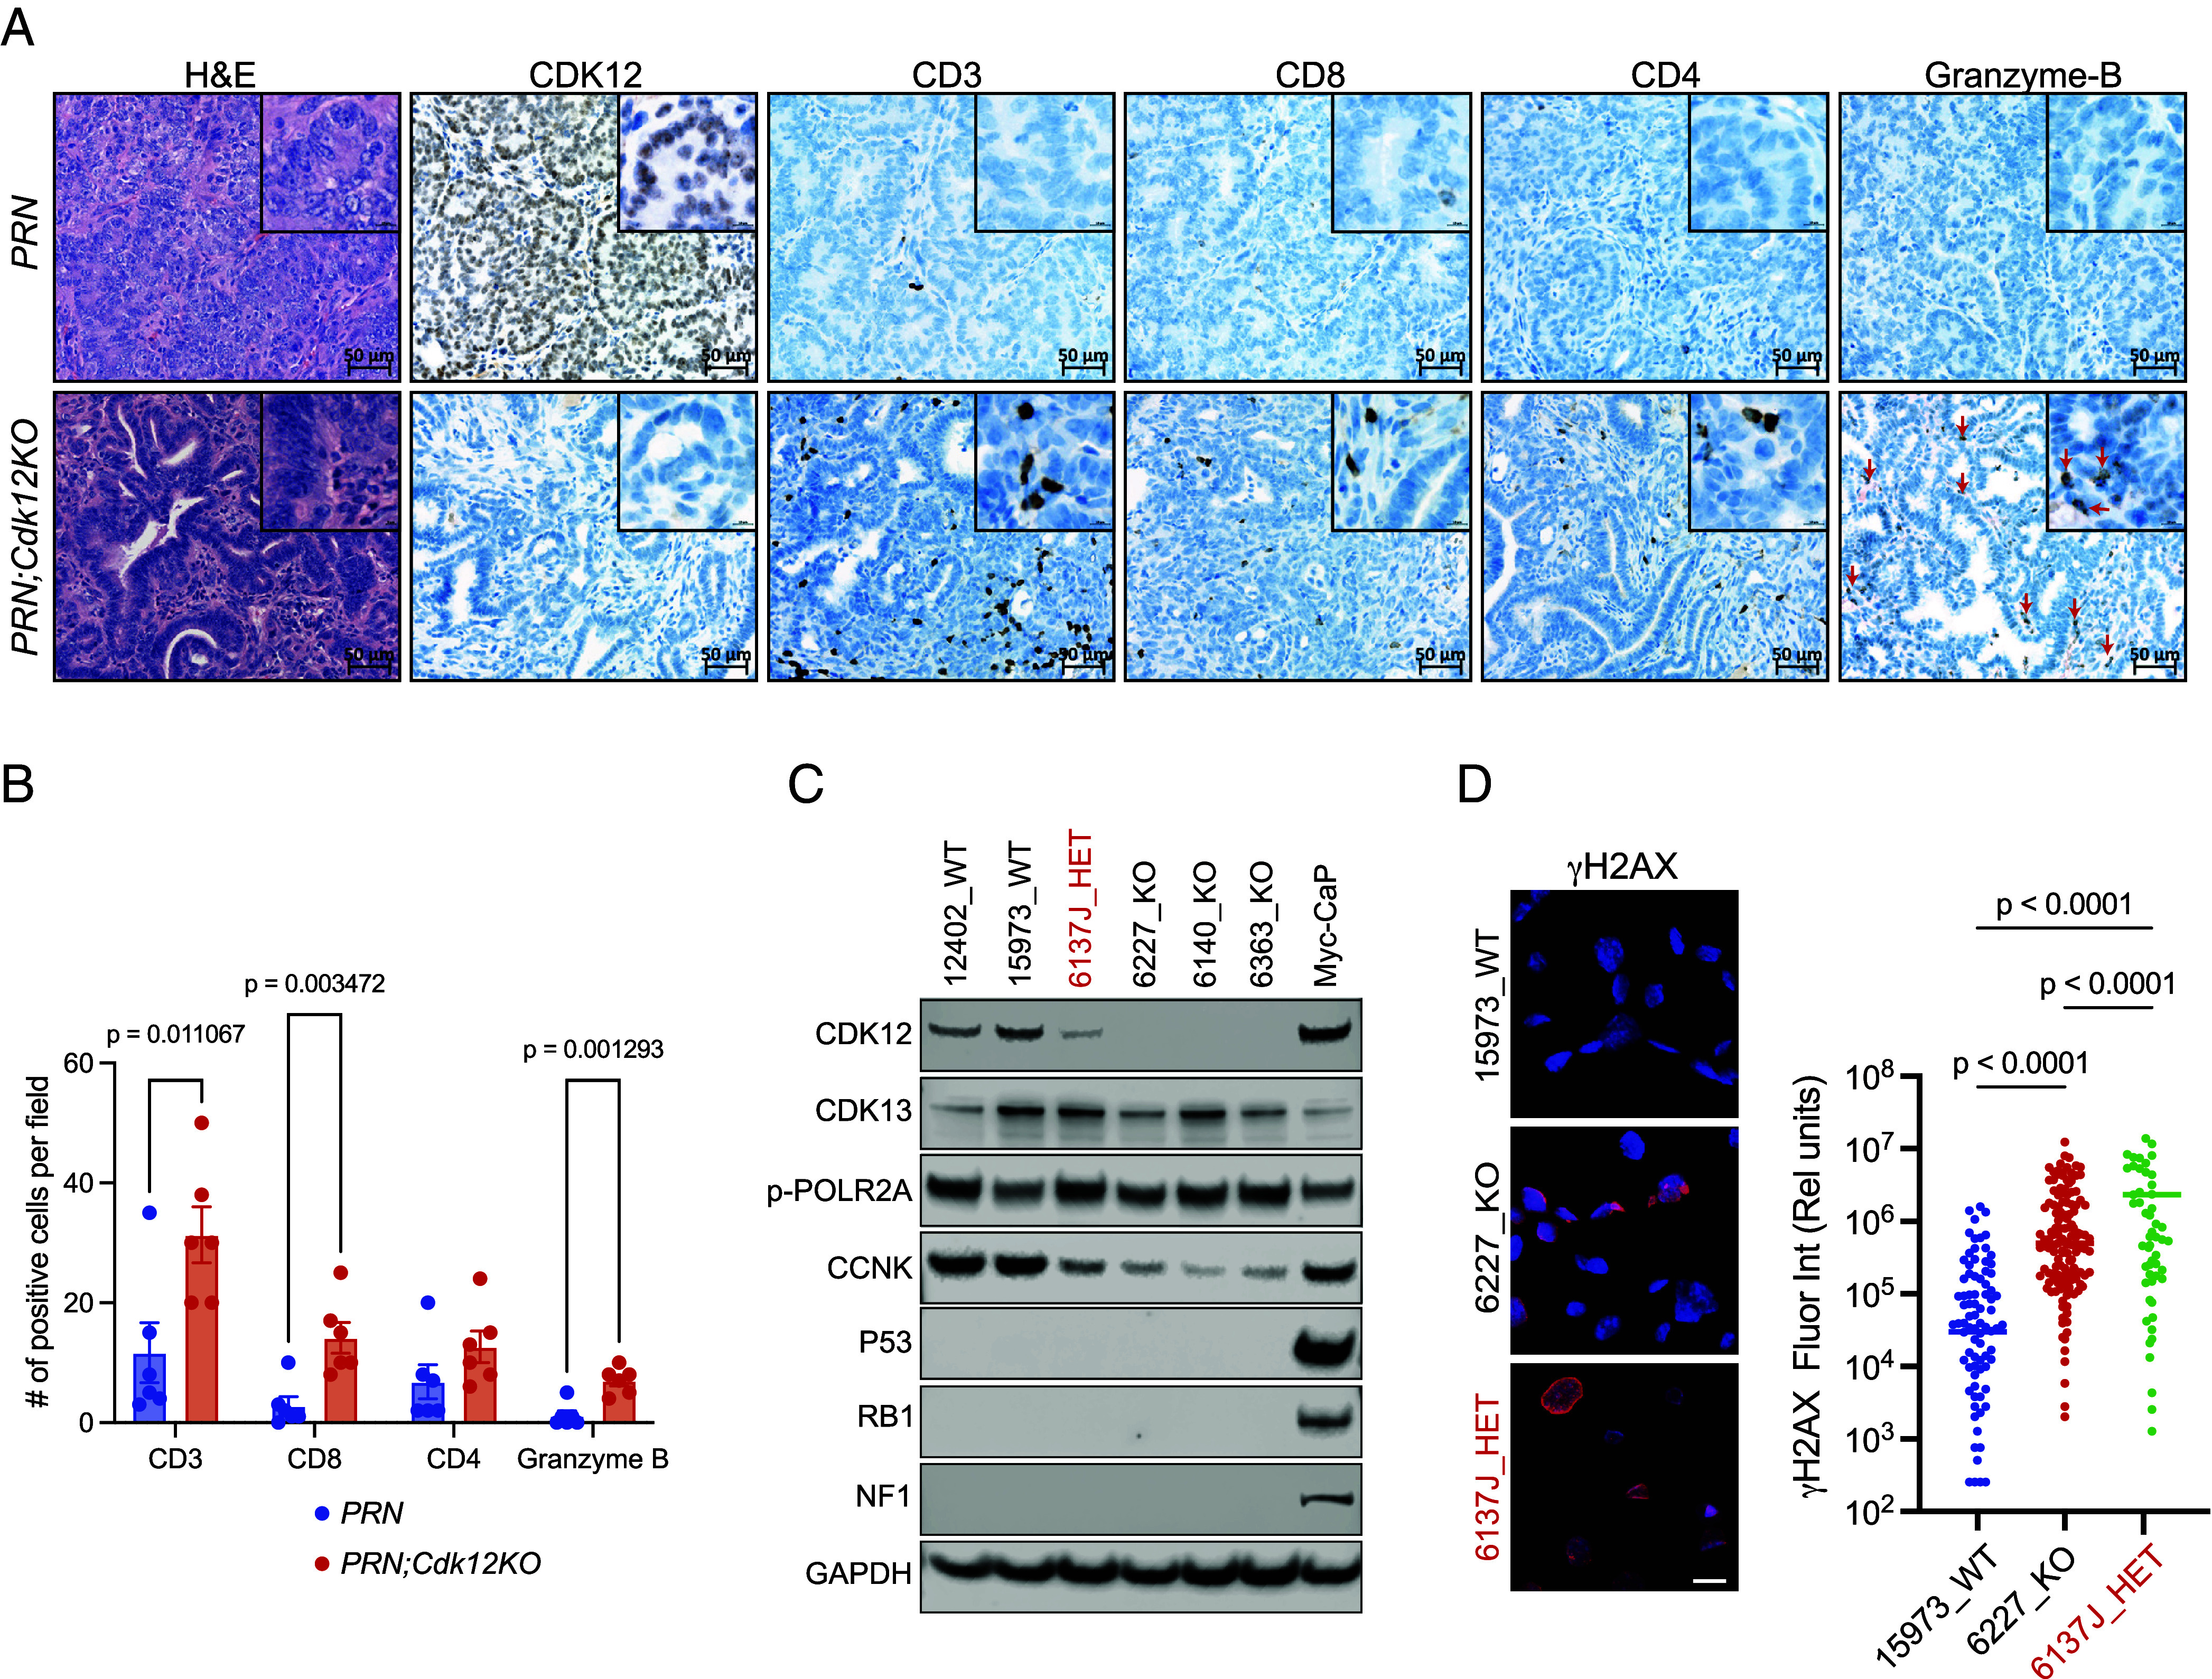
Increased immune cell infiltration in ovarian cancer models with CDK12 inactivation. (*A*) IHC for immune cell types in tumors from Cre-lox-driven *Trp53/ Rb1/ Nf1* knockout mice with and without concomitant *Cdk12* ablation. (*B*) Quantification of immune cells in (*A*). Bar graph data indicate the number of each cell type per high power field (n = 6 images from 6 mice/group). Data are presented as means ± SEM. (*C*) Protein expression of CDK12, CDK13, p53, RB1, NF1, and GAPDH (loading control) in individual cell lines generated from ovarian tumors of these animals. Protein expression in Myc-CaP prostate cancer cells shown for reference. (*D*) Immunofluorescence images demonstrate DNA damage, as indicated by γH2AX staining, in 15973 (*PRN;Cdk12WT*); 6227 (*PRN;Cdk12KO*); and 6137J (*PRN;Cdk12HET*) cell lines. (Scale bar, 25 µm.). Quantification of γH2AX signal.

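Bulk RNA from 6 primary PRN lines was sequenced, with 1 library per line. Lines 12402 and 15973 are *PRN;Cdk12WT*, line 6137J is *PRN;Cdk12HET*, and lines 6140, 6227 and 6363 are *PRN;Cdk12KO*. The spread within a genotype is therefore that between cell lines, and 6137J has no replicate. The paper's methods describe rRNA depletion before library preparation with the KAPA RNA HyperPrep Kit, whereas the sample labels describe poly-A selection with the same kit. The authors quantified transcripts with kallisto against mm10 and summed them per gene, and they deposited estimated counts and TPM for 40077 genes. The estimated counts summed to 16443998 in 12402, 18612534 in 15973, 15695111 in 6137J, 16452640 in 6140, 16998532 in 6227 and 15653213 in 6363.

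From these values, the rounded counts were normalized by TMM and tested with edgeR's quasi-likelihood F test, in 1 fit of the 3 genotypes. For 6137J against the other 5 lines, these 5 lines formed 1 group. The spread within that group includes the difference between *PRN;Cdk12WT* and *PRN;Cdk12KO* lines. Genes with a mean TPM below 1 in both groups compared were left out, as in the paper's methods, which left 15887 genes for *PRN;Cdk12KO* against *PRN;Cdk12WT* and 16097 for 6137J against the other 5 lines. The test was tried on simulated counts with known changes. For *PRN;Cdk12KO* against *PRN;Cdk12WT* it recovered 90.9% of genes changed by 4 on the log2 scale, 34.8% of those changed by 2 and 2.9% of those changed by 1. For 6137J against the other 5 lines the shares were 60.6%, 10.6% and 0%, so that few moderate differences of single genes can pass the adjustment for all genes. Among unchanged genes, edgeR called 5 in each comparison. DESeq2, an alternative test, called 104 and 106, so that its calls hold more false ones. Lists of genes written from textbook knowledge before the data were examined were also tested as sets with camera, on the counts as log2 CPM, and medians of these lists are medians of log2 CPM differences.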

To further evaluate the impact of *Cdk12* loss in mouse oviductal cells, we isolated cells from *Cdk12* wild-type (WT), heterozygous (HET), and knockout (KO) PRN tumors and used them to establish primary lines. Western blot confirmed the deletion of the appropriate genes (Fig. 3*C*). Interestingly, one line heterozygous for *Cdk12* ablation (6137J) displayed low CDK12 protein level suggesting possible epigenetic silencing of the unaltered *Cdk12* allele (Fig. 3*C*). 

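*Cdk12* RNA followed the genotypes of the lines. It was highest in 12402 and 15973, intermediate in 6137J, and lowest in 6140, 6227 and 6363. *Cdk12* (ENSMUSG00000003119.14) lies on chromosome 11 of mm10 from 98203059 to 98278504. Its RNA was 49.5 TPM in 12402, 47.4 TPM in 15973 and 38.0 TPM in 6137J, against 26.8, 28.5 and 26.1 TPM in the 3 *PRN;Cdk12KO* lines. The *PRN;Cdk12KO* lines differed from the *PRN;Cdk12WT* lines by −0.99 on the log2 scale (standard error 0.16; adjusted p = 0.196 from edgeR, and 2.77e-08 from DESeq2). 6137J differed from the *PRN;Cdk12WT* lines by −0.46 (standard error 0.23, adjusted p = 0.413 from edgeR) and from the *PRN;Cdk12KO* lines by 0.56 (standard error 0.20, adjusted p = 0.622). All 3 *PRN;Cdk12KO* lines lay below both *PRN;Cdk12WT* lines (exact permutation test of 3 lines against 2, both sides, p = 0.1, the smallest possible). The gene totals do not show which exons the RNA came from.

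*Cdk13*, the paralog of *Cdk12*, did not follow the genotypes. Its RNA was 39.2 and 58.4 TPM in the *PRN;Cdk12WT* lines, 35.1 TPM in 6137J, and 53.3, 48.1 and 60.5 TPM in the *PRN;Cdk12KO* lines. *Ccnk*, which encodes the cyclin partner of both kinases, was between 32.5 TPM in 6227 and 45.8 TPM in 6363, with 45.6 TPM in 6137J. Of 19 transcription elongation kinases and partners, 1 gene, *Cdk12*, was lower in *PRN;Cdk12KO* lines when adjusted over the list alone, and 0 passed over all genes with edgeR (1 at an unadjusted p under 0.05, 0 with limma-voom and 1 with DESeq2). RNA of the other engineered genes was present in every line, with *Trp53* at 13.1 to 19.0 TPM, *Rb1* at 1.17 to 4.71 TPM and *Nf1* at 20.6 to 38.7 TPM.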

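*Fancd2* and *Atm* RNA was lower in each of 6140, 6227, 6363 and 6137J than in both *PRN;Cdk12WT* lines, whereas *Brca1* RNA overlapped between the genotypes. *Fancd2* RNA was 15.6 and 13.9 TPM in 12402 and 15973, against 4.84, 2.60 and 7.44 TPM in 6140, 6227 and 6363 and 5.89 TPM in 6137J. *Atm* RNA was 12.7 and 12.4 TPM in the *PRN;Cdk12WT* lines and between 6.48 TPM in 6227 and 10.0 TPM in 6363 among the others. *Brca1* RNA was 18.8 and 30.4 TPM in the *PRN;Cdk12WT* lines, 20.9, 12.4 and 24.7 TPM in the *PRN;Cdk12KO* lines, and 17.1 TPM in 6137J.

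Between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, edgeR's log2 fold change was −1.66 for *Fancd2* (standard error 0.42, adjusted p = 0.21) and −0.68 for *Atm* (standard error 0.22, adjusted p = 0.241). It was −0.27 for *Brca1* (standard error 0.40, adjusted p = 0.757), and 0.02 without line 6227. *Fanca* had a log2 fold change of −1.55 (standard error 0.38, adjusted p = 0.204), *Brca2* −0.99 (standard error 0.25, adjusted p = 0.205) and *Atr* −0.37 (standard error 0.26, adjusted p = 0.507). *Fanci* was −0.94 on counts (standard error 0.23) but −0.12 once each line's mean transcript length entered as an offset, and its TPM was 25.3 ± 3.98 (SD, n = 2) in *PRN;Cdk12WT* and 25.5 ± 3.83 (SD, n = 3) in *PRN;Cdk12KO* lines. No gene passed with edgeR, while DESeq2 called *Fancd2* (adjusted p = 0.0121), *Fanca* (0.00832), *Brca2* (0.0168) and *Fanci* (0.0109) lower.

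Of 39 homologous recombination and Fanconi anemia genes, 28 had a log2 fold change below 0, and 13 had every *PRN;Cdk12KO* line below both *PRN;Cdk12WT* lines, where chance gives 10% of genes. With edgeR, 0 passed over all genes and 0 when adjusted over the list alone (12 lower at an unadjusted p under 0.05, 0 with limma-voom and 6 with DESeq2). As a set, the list was lower in *PRN;Cdk12KO* lines, with a median of −0.34 (camera with a preset correlation of 0.01, adjusted p = 0.000743 over 32 lists, and 0.791 with the correlation estimated from the data), but it did not pass without line 15973 (adjusted p = 0.0674), and the median was −0.14 without line 6227 and −0.55 without 6140. It was also lower in 6137J than in *PRN;Cdk12WT* lines (median −0.72, adjusted p = 7.64e-07 from camera), but not with an estimated correlation (adjusted p = 0.695). Genes of non-homologous end joining did not pass as a set (14 genes, median 0.10, adjusted p = 0.928), nor did those of excision and mismatch repair (36 genes, median −0.05, adjusted p = 0.198).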

*PRN;Cdk12KO* lines (as well as HET line 6137J) exhibited reduced expression of DDR genes (Fig. 3*D*; see *SI Appendix*, Fig. S3*D*)—similar to findings in human high HGSC. In addition, RNA-Sequencing (RNA-seq)/gene set enrichment analysis (GSEA) revealed strong similarities between 6137J and the *PRN;Cdk12KO* lines (*SI Appendix*, Fig. S3 *E*–*G*). Together, these data reveal that *Cdk12* loss in mouse HGSC leads to blunted DDR gene expression and increased lymphocytic infiltration similar to those seen in human disease. 

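Several genes that separated *PRN;Cdk12KO* from *PRN;Cdk12WT* lines had 6137J on the *PRN;Cdk12KO* side. *Itgb8* RNA was 0.43 and 0.50 TPM in 12402 and 15973, 8.88, 8.51 and 7.79 TPM in 6140, 6227 and 6363, and 18.3 TPM in 6137J. *Rbms3* RNA was 1.09 and 1.02 TPM in the *PRN;Cdk12WT* lines, at least 16.1 TPM in the *PRN;Cdk12KO* lines and 22.2 TPM in 6137J. *Tgfb3* and *Dkk3* RNA was 95.7 and 186 TPM in 6137J, against at most 13.9 and 22.5 TPM in the *PRN;Cdk12WT* lines and at least 65.4 and 147 TPM in the *PRN;Cdk12KO* lines. In the other direction, *Ppbp* RNA was 74.6 and 159 TPM in the *PRN;Cdk12WT* lines, 0.57 to 1.23 TPM in the *PRN;Cdk12KO* lines and 1.17 TPM in 6137J. *Il24* RNA was 34.6 and 53.8 TPM, 1.01 to 1.79 TPM and 0.65 TPM. *Kpna2*, a nuclear import factor, was 272 and 360 TPM in the *PRN;Cdk12WT* lines, 55.9 to 83.0 TPM in the *PRN;Cdk12KO* lines and 122 TPM in 6137J. These genes are among those with the smallest p-values and no overlap between the genotypes, and none passed edgeR's test. The lowest adjusted p was 0.0537, for *Itgb8* (log2 fold change 4.03, standard error 0.25) and *Kpna2* (−4.16, standard error 0.26, and −2.35 with transcript length offsets).

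Across the 15302 genes with a mean of at least 1 TPM, the Pearson correlation of log2(TPM + 1) between 6137J and 6140, 6227 and 6363 was 0.92, 0.92 and 0.91, and between 6137J and 12402 and 15973 it was 0.89 and 0.87. Line 6363 was closer to 15973 (0.927) than to 6137J (0.906), and 6140 was about as close to 15973 (0.924) as to 6137J (0.918). Line 6227 was at 0.87 with both *PRN;Cdk12WT* lines. The mean r of 6137J was 0.913 with the *PRN;Cdk12KO* lines and 0.878 with the *PRN;Cdk12WT* lines. The difference was 0.0349 (exact permutation of the *PRN;Cdk12WT* and *PRN;Cdk12KO* labels, p = 0.1, the smallest that 5 lines allow). Genes are not independent replicates. On the first principal component, 6137J lay at 1.22 on a scale with the mean of the *PRN;Cdk12WT* lines at 0 and that of the *PRN;Cdk12KO* lines at 1 (SD of the *PRN;Cdk12KO* lines 0.37).

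The log2 fold changes of 6137J and of the *PRN;Cdk12KO* lines, both against the same 2 *PRN;Cdk12WT* lines, correlated across 15448 genes with Pearson r = 0.665, and 74.4% of genes had the same sign. Groups simulated with no change against these lines gave r = 0.409 and 64.4%, because the control lines are shared. The covariance was 1.16, against 0.317 in the simulation. DESeq2 called 296 genes higher and 180 lower in both comparisons, where independent lists would share 23.1 and 20.6, and 7 genes in opposite directions. Part of this excess may come from the shared controls. How large that part is cannot be told, because the overlap of calls was not simulated.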

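Between the *PRN;Cdk12KO* lines, the decrease of repair genes was uneven. The median level of the 39 homologous recombination and Fanconi anemia genes, as log2(TPM + 1) minus the mean of the *PRN;Cdk12WT* lines, was −0.61 in 6227 and −0.53 in 6137J, but −0.13 in 6363 and 0.03 in 6140. The mean level of the same genes was −0.515 in 6227, −0.602 in 6137J, −0.122 in 6363 and −0.108 in 6140. Which line was lowest, and the sign in 6140, therefore depended on the statistic. Genes of the DNA damage checkpoint were also lowest in 6227 (−0.60) and 6137J (−0.39), with −0.06 in 6140 and −0.03 in 6363. As a set they were lower in *PRN;Cdk12KO* lines (21 genes, median −0.34, camera adjusted p = 0.00234), but did not pass without 6227 (median −0.16, adjusted p = 0.0663), with an estimated correlation (adjusted p = 0.791) or with fgsea (adjusted p = 0.0578). The 7 genes of Fig. S3*D*, which the authors selected, had a median below the *PRN;Cdk12WT* mean in each of these lines. It was −0.63 in 6140, −0.86 in 6227, −0.30 in 6363 and −0.39 in 6137J. Between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, 5 of them were lower when adjusted over the list alone. Over all genes, 0 passed with edgeR, 0 with limma-voom and 4 with DESeq2. The figure shows the same lines, and how its genes were selected is not stated, so these counts are not independent evidence.

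Proliferation and growth genes were lower in the same lines. *Mybl2* RNA was 80.9 and 75.3 TPM in the *PRN;Cdk12WT* lines, 17.8, 6.81 and 26.7 TPM in the *PRN;Cdk12KO* lines and 15.3 TPM in 6137J. *Grwd1*, a ribosome biogenesis factor, was 51.1 and 43.4 TPM in the *PRN;Cdk12WT* lines, 20.3, 13.1 and 18.8 TPM in the *PRN;Cdk12KO* lines and 16.6 TPM in 6137J. Genes of G2/M and mitosis had a median of −0.74 (58 genes, 56 below 0, camera adjusted p = 4.77e-11), those of DNA replication and S phase −0.37 (56 genes, 50 below 0, adjusted p = 5.18e-06), and ribosome biogenesis and MYC targets −0.92 (47 genes, 46 below 0, adjusted p = 4.08e-18). None of these 3 calls held with an estimated correlation between genes (adjusted p = 0.791 for each). The estimate rests on 6 lines, and all 9 lists that passed between these genotypes had this same value. It therefore does not tell these lists apart. Without 6227, the G2/M median was −0.44 and the S phase median −0.19. Of the ribosome biogenesis and MYC targets, 38 genes were lower when adjusted over the list alone and 0 over all genes with edgeR (39 at an unadjusted p under 0.05, 0 with limma-voom and 26 with DESeq2).

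The paper sets the lower RNA of DDR genes in these lines beside the lymphocytes of the tumors, and concludes that loss of *Cdk12* in mouse HGSC blunts DDR gene expression and raises lymphocytic infiltration, as in human disease.

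**Figure D1:**
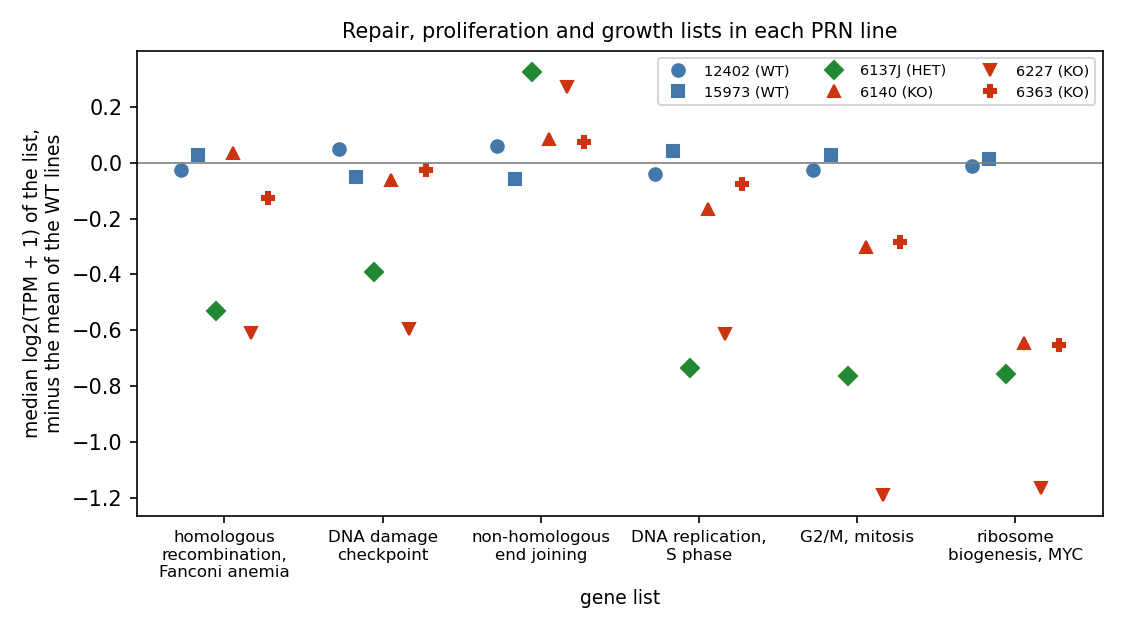
Median of each gene list on the log2(TPM + 1) scale minus the mean of the 2 *PRN;Cdk12WT* lines, with 1 point per line. Line 6227 lies lowest for ribosome biogenesis and MYC targets, at −1.17, where 6140, 6363 and 6137J lie between −0.64 and −0.76.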

Primary *PRN;Cdk12KO* cell lines represent a system amenable to preclinical testing of precision therapeutics for *CDK12*-inactive ovarian cancer.

### CRISPR Knockout Screens Identify CDK13 to Be a Synthetic Lethal Target in *Cdk12*-Null Ovarian Cancer.

Since there are no targeted therapies for *CDK12*-mutant HGSC, we looked for synthetic lethal genes that could be targeted when CDK12 function is lost. To do so, we performed a functional screen in *Cdk12* WT and KO *PRN* cell lines using a mouse kinome CRISPR knockout library containing 2,852 unique sgRNAs targeting 714 mouse kinase genes (9) (Fig. 4*A*). Dependency scores (beta scores) were calculated using MAGeCK (*SI Appendix*, Fig. S4 *A* and *B* and Dataset S1), and comparing these between *Cdk12* WT and KO *PRN* cell lines identified *Cdk13* to be the top drop-out gene in the screen (Fig. 4*B*). We then tested whether pharmacologically targeting CDK13 preferentially killed *Cdk12* KO ovarian cancer cells. Since there are no CDK13-specific agents, we used YJ1206, an orally bioavailable CDK13/12 degrader, that we previously developed (10). When we treated *Cdk12* WT and KO *PRN* cells with YJ1206, the drug similarly had a greater effect on viability of the knockouts (Fig. 4*C*). Interestingly, the HET line 6137J showed similar sensitivity to YJ1206 as the *PRN;Cdk12KO* lines (Fig. 4*C*). The CDK13/12 degrader YJ9069 (bioavailable when administered intravenously) also displayed preferential cytotoxicity in the setting of *Cdk12* loss (*SI Appendix*, Fig. S4*C*). Of note, *PRN;Cdk12KO* cells showed similar responses to cisplatin and olaparib as *PRN* cells (*SI Appendix*, Fig. S4 *D* and *E*). Similar experiments conducted in the *m-sgPRN* model revealed CDK13/12 degraders to have greater efficacy in *m-sgPRN;Cdk12KO* lines (*SI Appendix*, Fig. S4 *F*–*I*). These findings collectively define CDK13 as a viable therapeutic target in *Cdk12*-inactive ovarian cancer.

**Fig. 4.**
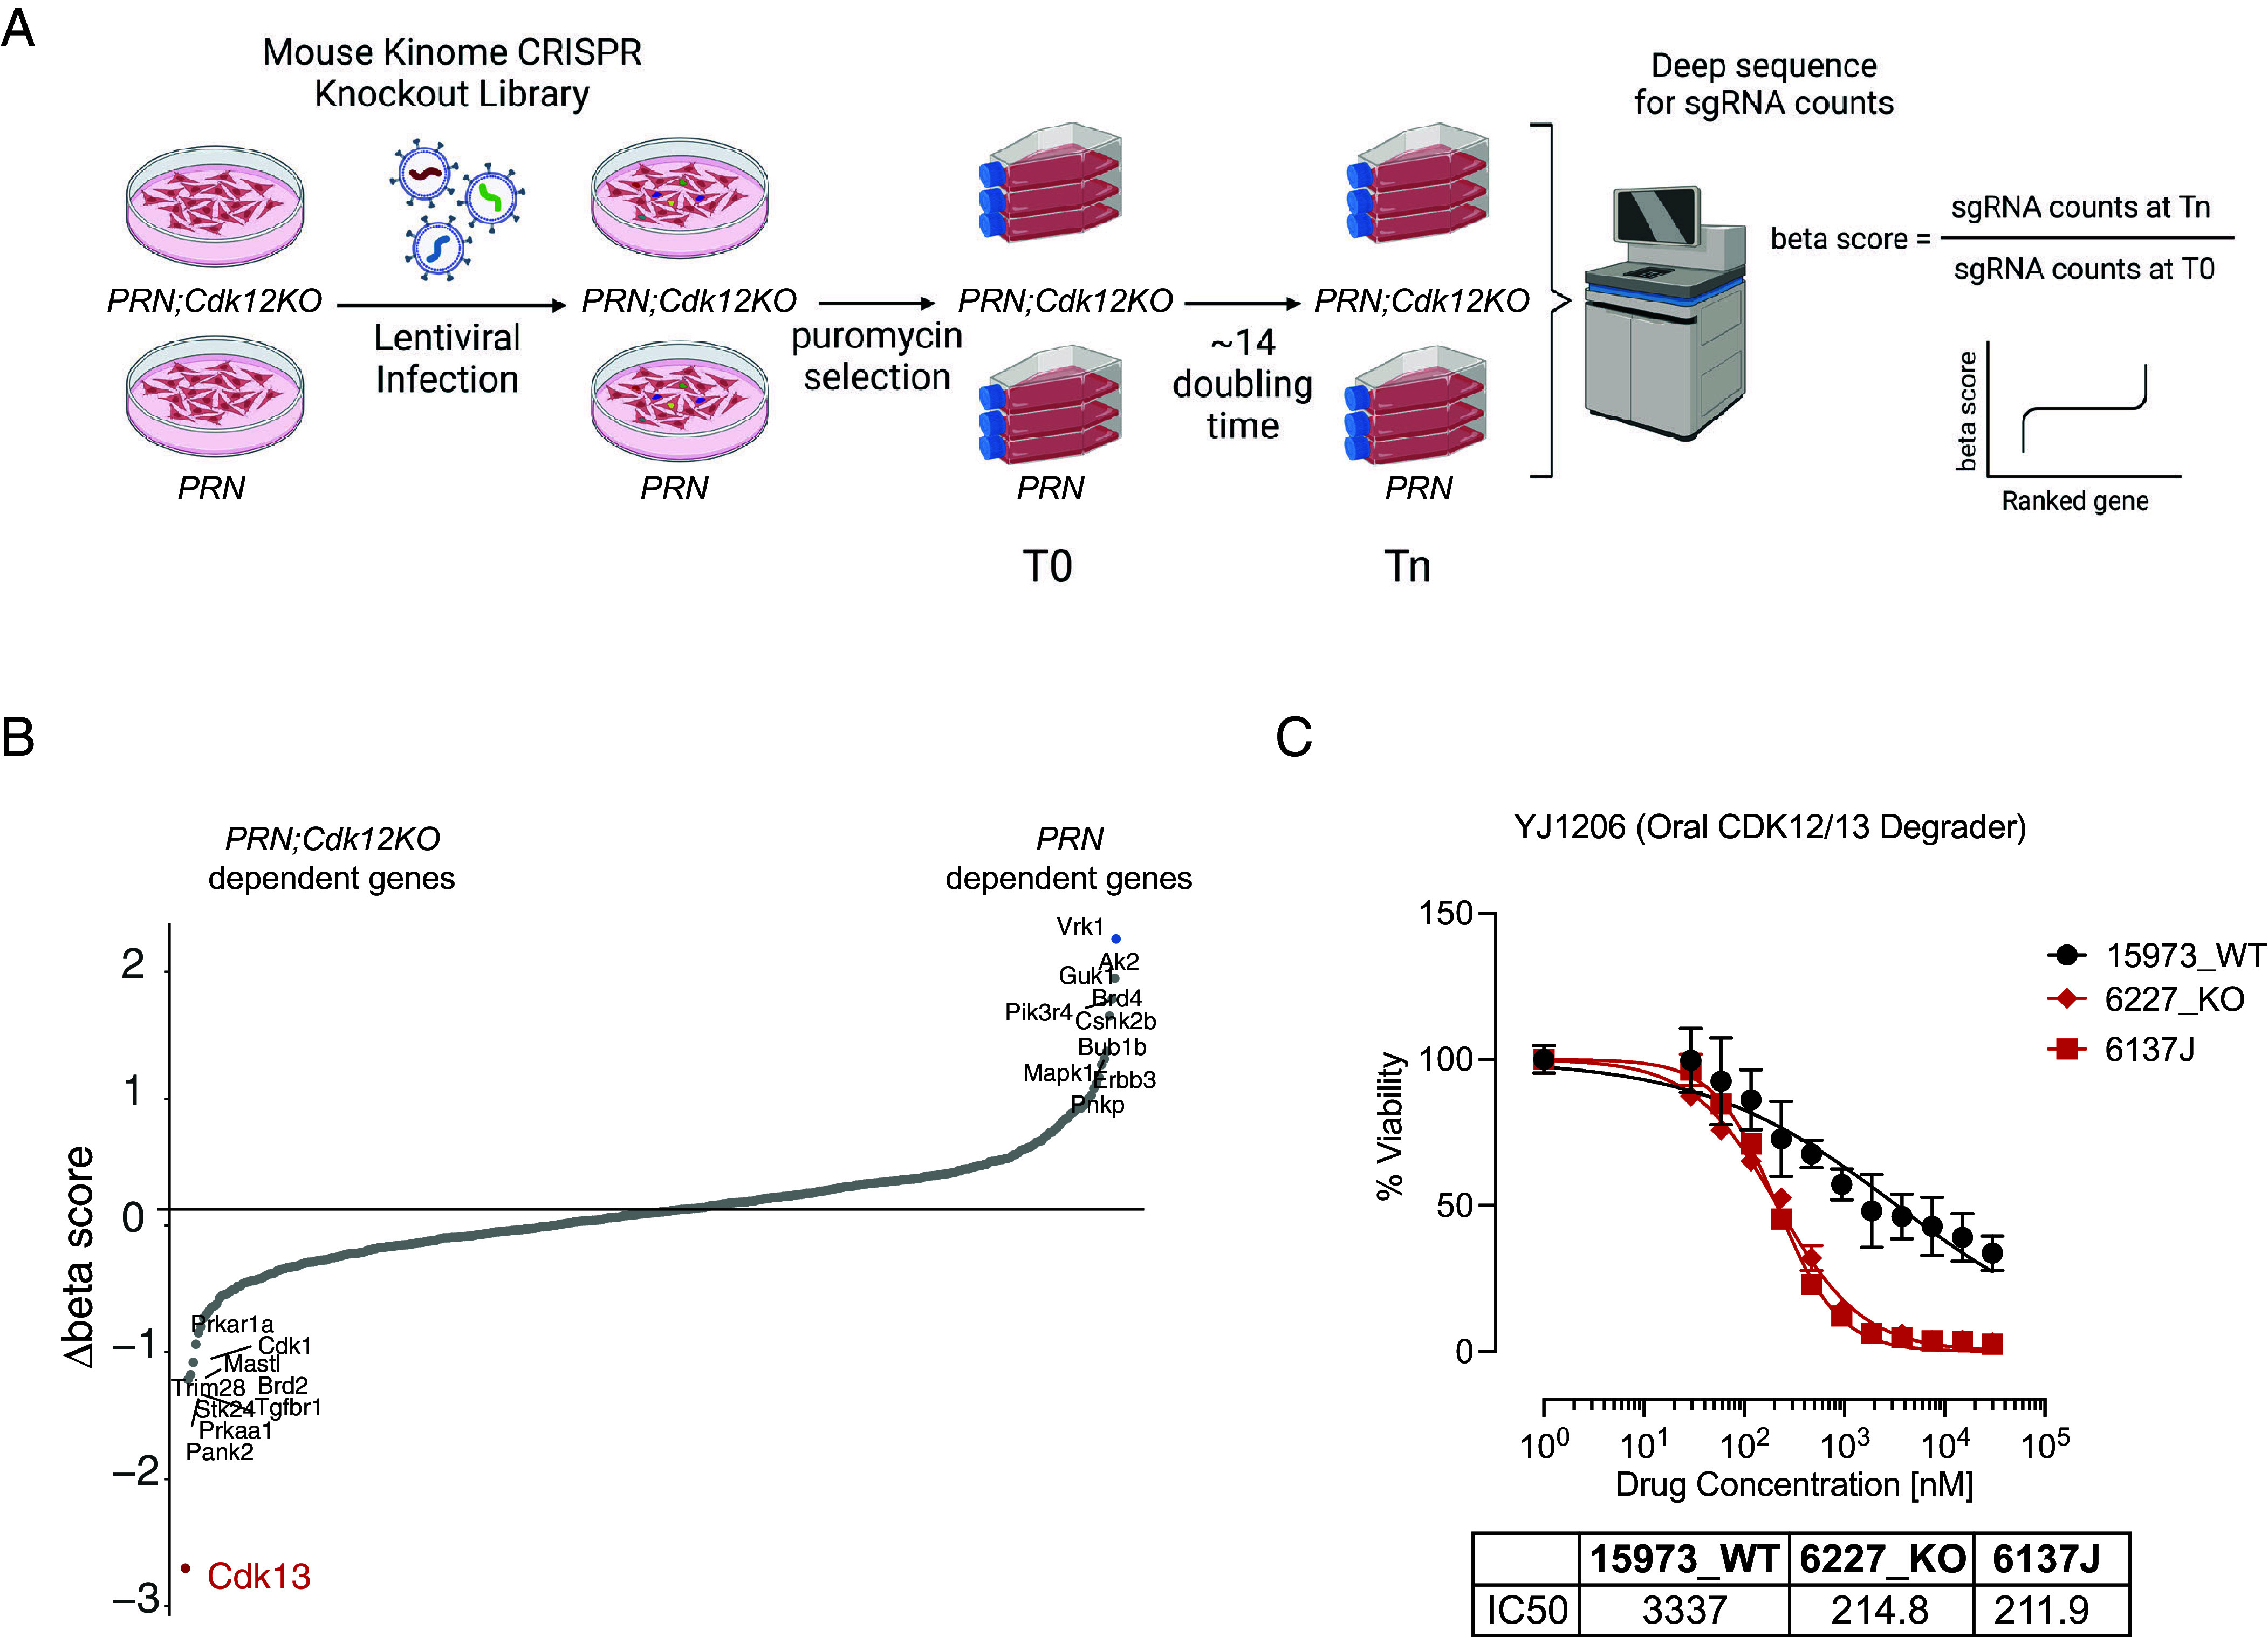
CRISPR knockout screens identify CDK13 to be synthetic lethal with CDK12 in ovarian cancer. (*A*) Workflow for CRISPR knockout library screening of synthetic lethal genes with CDK12 inactivation. (*B*) Snake plot representing beta score and ranked genes in *PRN;Cdk12KO* vs. *PRN;Cdk12WT* cells. (*C*) IC50 plots indicating treatment of 15973WT (*PRN*), 6227KO (*PRN;Cdk12KO*), and 6137J cell lines with YJ1206.

### CDK13/12 Degrader Treatment Mitigates Growth in *CDK12*-Inactive Ovarian Tumors.

Given the paucity of murine syngeneic HGSC models available for preclinical studies, we sought to generate one from our *PRN* cells (Fig. 5*A*). We injected previously established *PRN* lines—*Cdk12* wild type (WT), heterozygous (HET), and knockout (KO)—into C57BL6 animals. Of all lines tested, only 6137J (*Cdk12* HET) consistently formed subcutaneous tumors in mice (*SI Appendix*, Fig. S5*A*). Histological comparison of these allografts with in situ primary tumors confirmed HGSC histopathologic features, including areas with well-formed glands lined by cytologically atypical epithelial cells with appreciable mitotic activity (*SI Appendix*, Fig. S5*B*). Allograft immunohistochemistry demonstrated low CDK12 protein level and positive signals for CK8, PAX8, and WT-1—all classical markers of HGSC (*SI Appendix*, Fig. S5*C*).

**Fig. 5.**
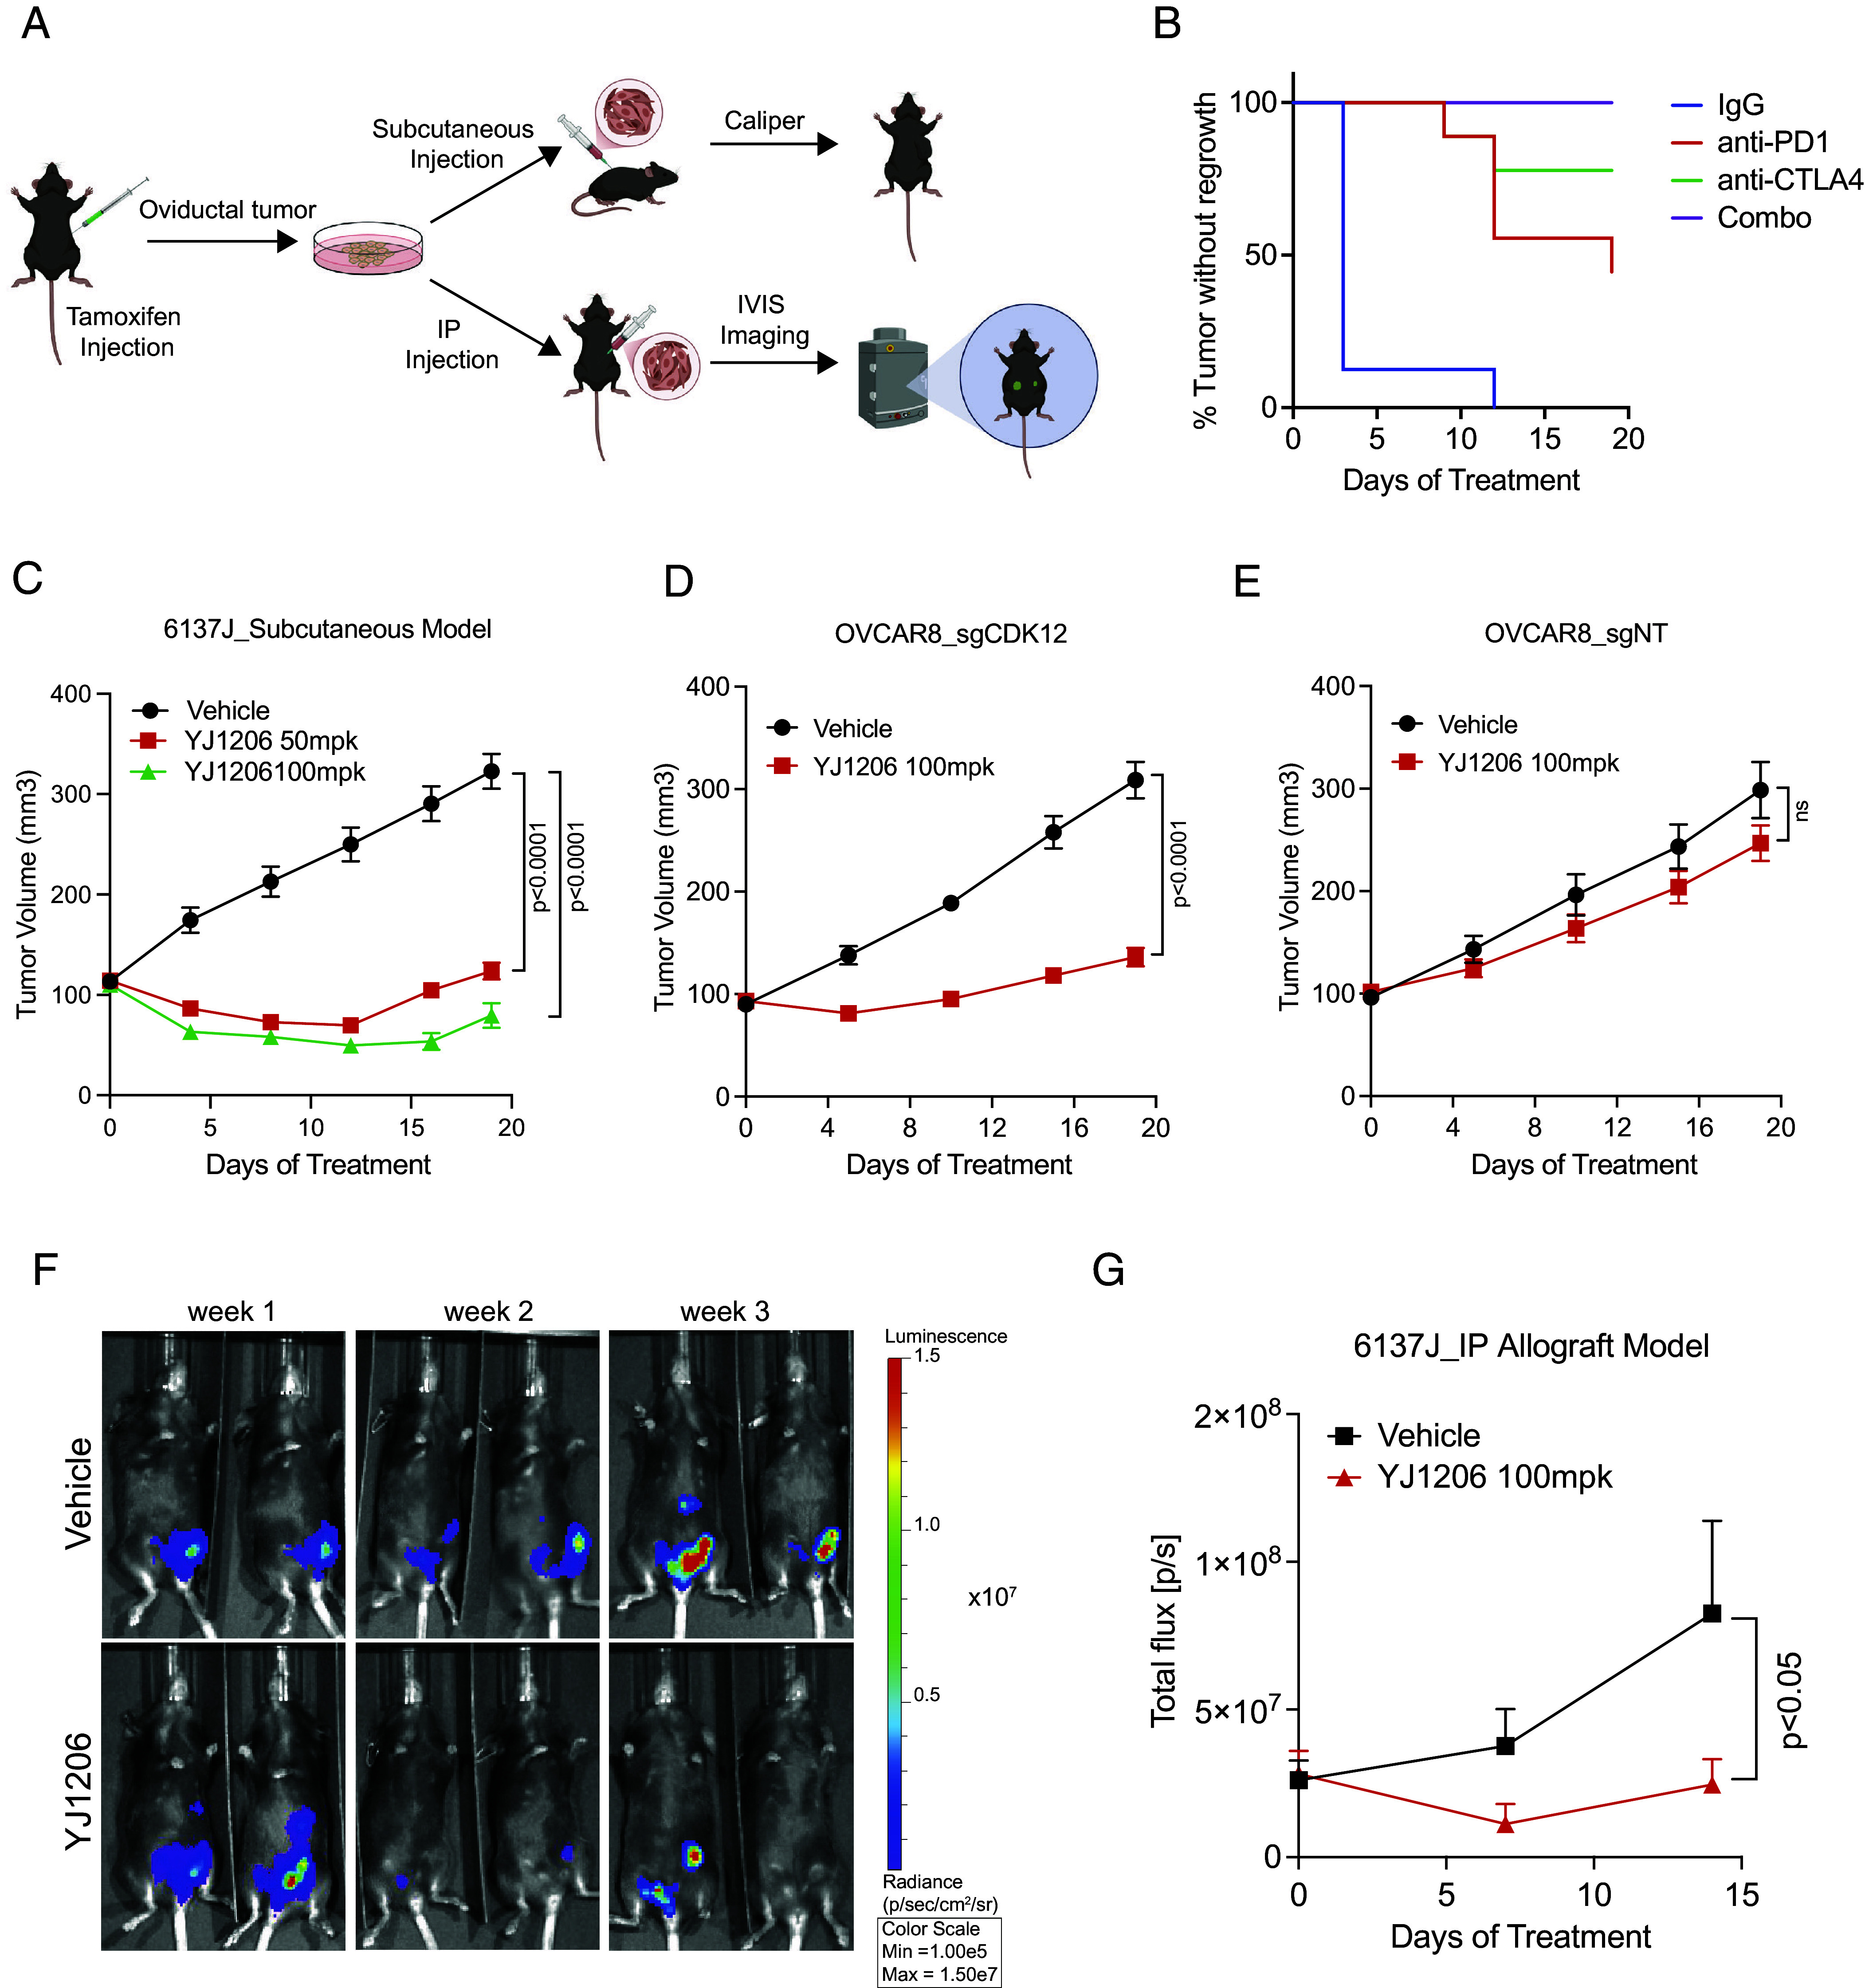
Development of subcutaneous or intraperitoneal syngeneic allograft models of CDK12 loss ovarian cancer. (*A*) Generation of syngeneic allograft systems from cell line 6137J *PRN;Cdk12HET* generation via tamoxifen-inducible Cre activation. Generation of 6137J cell line from oviducal tumor. Subsequent growth as subcutaneous allograft (*Top*) or intraperitoneal administration following luciferase construct incorporation (*Bottom*). (*B*) Kaplan–Meier plot indicating time to increased tumor size following initiation of indicated agents. 6137J cells (5 × 10^6^) administered subcutaneously; and treatment started upon tumor reaching 100 mm^2^, n = 8-10 tumors/ group. (*C*) Treatment of syngeneic allograft-bearing mice with CDK12/13 degrader YJ1206. (*D*) YJ1206 treatment of subcutaneously implanted OVCAR8_sgCDK12 (*CDK12*_KO) tumors. (*E*) YJ1206 treatment of subcutaneously implanted OVCAR8_sgNT (*CDK12*_WT). (*F*) Bioluminescence imaging of luciferase-expressing 6137J cell line in an intraperitoneal carcinomatosis model treated with vehicle vs. YJ1206. Mice imaged once per week. (*G*) Quantification of bioluminescence signals from (*F*). Graphs indicate tumor volume over the treatment time course.

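*Cdh1*, which encodes E-cadherin, and *Muc1* were higher in 6137J than in each of the other 5 lines, and *Cdh2*, *Zeb1*, *Twist2* and *Vim* were lower. *Cdh1* RNA was 657 TPM in 6137J and 222 ± 47.3 TPM (SD, n = 5) in the others. *Muc1* RNA was 91.4 TPM, against 1.78 to 23.0 TPM. *Cdh2* RNA, for N-cadherin, was 0.28 TPM in 6137J and 4.93 to 59.5 TPM elsewhere. *Zeb1* RNA was 0.47 TPM against 5.23 to 37.6 TPM, *Vim* RNA was 61.5 TPM against 171 to 1136 TPM, and *Twist2* was listed at 0 in 6137J. Other mesenchymal genes went the other way. *Twist1* RNA was highest in 6137J, at 56.7 TPM against 4.28 to 33.0 TPM, and *Mmp2* RNA was 127 TPM in 6137J, near 149 TPM in 6140 and 123 TPM in 6363. With edgeR, *Cdh1* had a log2 fold change of 1.55 (standard error 0.27, adjusted p = 0.311), *Zeb1* −5.90 (standard error 1.60, adjusted p = 0.532) and *Vim* −3.21 (standard error 1.23, adjusted p = 0.723). DESeq2 called these 3 genes (adjusted p = 0.00133, 9.41e-05 and 0.0472).

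Of 12 tested EMT genes of Fig. S6*A*, 9 had a negative log2 fold change in 6137J and 5 lay below every other line. Of 13 MET genes, 8 had a positive log2 fold change and 7 lay above every other line, where chance gives 16.7% for either. Adjusted over the list alone, 3 EMT genes were lower and 1 MET gene was higher. Over all genes, 0 passed with edgeR (4 and 2 at an unadjusted p under 0.05), 0 with limma-voom, and 4 and 1 with DESeq2. The figure shows the same lines, and how these genes were chosen is not stated, so the counts are not independent evidence. Of the textbook lists, 51 epithelial genes had a median of 0.64 in 6137J against the other 5 lines (camera adjusted p = 0.000932, and 0.719 with an estimated correlation), and 48 mesenchymal and EMT genes a median of −0.26 (adjusted p = 0.0255, and 0.923 with an estimated correlation). The mesenchymal call did not hold without line 6140 (adjusted p = 0.0629) or 6363 (0.171). The median of edgeR's log2 fold changes of the mesenchymal list was −1.03, and its median of log2 CPM differences was −0.78 without line 12402, −0.42 without 15973 and −0.01 without 6363. Stromal fibroblast and smooth muscle markers did not pass, and their direction depended on the filter. Their median was 2.12 (11 genes, 6 above and 3 below every other line, adjusted p = 0.304), or 1.38 from edgeR's log2 fold changes. It was 0.77 with a filter on the mean of all 6 lines and −0.29 with no filter on low genes. These filters were chosen after the data were seen. By line, the median level of the mesenchymal list, relative to the mean of the *PRN;Cdk12WT* lines, was 0.11 in 6137J, −0.59 in 12402, 0.59 in 15973, 0.78 in 6140, 0.65 in 6227 and 1.83 in 6363, so that 12402 lay below 6137J. For the EMT genes of Fig. S6*A*, 6137J was the lowest line, at −0.80, with −0.58 in 12402, 0.58 in 15973, −0.11 in 6140, 0.05 in 6227 and 1.03 in 6363. For the MET genes of the figure, 6227 was the highest line by the median, at 0.54. The median was 0.48 in 6137J, 0.20 in 12402, −0.20 in 15973, 0.09 in 6140 and 0.09 in 6363. By the mean over the same genes 6137J was the highest line, at 0.853, with 0.544 in 6227, so the order depended on the statistic.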

The unique tumor-forming capacity of 6137J may be related to the fact that—in contrast to the other cell lines, which are characterized by an epithelial to mesenchymal transition (EMT) expression signature—6137J was enriched in a proengraftment mesenchymal to epithelial transition (MET) signature (*SI Appendix*, Fig. S6*A*) (11, 12). 6137J also differed from other lines in its expression of genes specific to secretory and ciliated oviductal epithelial cells. This pattern is consistent with that seen in ID8, an ovarian cancer cell line capable of forming syngeneic allografts (*SI Appendix*, Fig. S6*B*) (13). 

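*Lcn2* and *Cd24a*, markers of secretory cells of the oviduct, and *Cfap126*, *1700016K19Rik* and *Pifo*, markers of ciliated cells, were highest in 6137J. *Lcn2* RNA was 2493 TPM in 6137J, 142, 305 and 345 TPM in the *PRN;Cdk12KO* lines, and 26.5 and 17.2 TPM in the *PRN;Cdk12WT* lines. *Cd24a* RNA was 1295 TPM in 6137J against 231 to 567 TPM in the others. *Pifo* RNA was 128 TPM in 6137J, 31.1 and 8.78 TPM in the *PRN;Cdk12WT* lines, and 1.43 TPM or less in the *PRN;Cdk12KO* lines. *Cfap126* RNA was 10.3 TPM in 6137J and at most 1.30 TPM in the others, and *1700016K19Rik* RNA was 14.2 TPM and at most 0.99 TPM. The log2 fold change against the other 5 lines was 3.94 for *Lcn2* (standard error 1.22, adjusted p = 0.653 from edgeR), 3.55 for *Cfap126* (standard error 0.53, adjusted p = 0.246 from edgeR, and 0.0086 from DESeq2) and 1.86 for *Cd24a* (standard error 0.42, adjusted p = 0.458 from edgeR, and 0.0399 from DESeq2).

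All 7 multiciliated cell genes labelled in Fig. S6*A* lay above every other line, and 3 of them passed when adjusted over the list alone, which is not independent evidence because the figure shows the same lines. The textbook list holds 68 oviduct multiciliated cell markers, of which 33 were left out as low. A gene also entered where 6137J alone reached 1 TPM, which favours genes higher in 6137J. Of the 35 tested markers, 30 had a positive log2 fold change in 6137J, 25 lay above every other line, and 6 passed when adjusted over the list alone. Over all genes, 0 passed with edgeR (15 at an unadjusted p under 0.05), 0 with limma-voom and 5 with DESeq2. The list had a median of 2.15 (camera adjusted p = 2e-11, and 0.0363 with an estimated correlation). With a filter on the mean of all 6 lines, which was chosen after the data were seen, 16 of 24 markers lay above every other line and the median was 1.50 (camera adjusted p = 2.78e-08), but the call did not hold with an estimated correlation (adjusted p = 0.0835). With a filter on the mean of the other 5 lines, also chosen then, the median of 18 markers was 0.77 (camera adjusted p = 0.000841). The 24 tested oviduct secretory cell markers had a median of 1.61, or 0.69 from edgeR's log2 fold changes (camera adjusted p = 0.0174, and 0.522 with an estimated correlation), with 18 above 0 by edgeR and 10 above every other line.

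Not every secretory gene labelled in Fig. S6*A* was highest in 6137J. *Kctd14* RNA was 32.4 TPM in 6227 and 23.3 TPM in 6137J, *Ltf* RNA 31.5 and 22.3 TPM, and *Pdpn* RNA was 69.3 and 72.3 TPM in 6140 and 6363 against 44.3 TPM in 6137J. All 5 secretory genes labelled in the figure, *Lcn2*, *Kctd14*, *Ltf* and *Pdpn* among them, were higher in every *PRN;Cdk12KO* line than in both *PRN;Cdk12WT* lines. The textbook secretory list shared this difference only in part. Of its 24 tested markers, 9 had a positive and 15 a negative log2 fold change by edgeR between these genotypes. In 8 of them every *PRN;Cdk12KO* line lay above both *PRN;Cdk12WT* lines, and in 1 below. Over all genes, edgeR called 0, and DESeq2 called 7 higher and 0 lower. As a set they did not pass with camera (median −0.26, adjusted p = 0.614), but passed with fgsea (adjusted p = 0.0258).

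**Figure D2:**
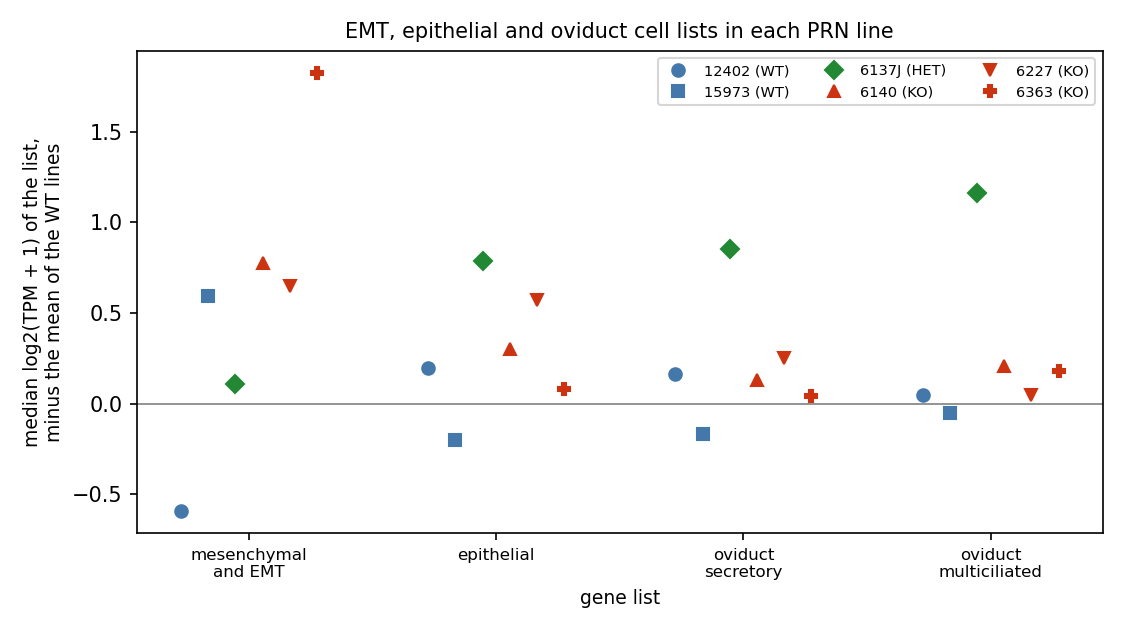
Median of each gene list on the log2(TPM + 1) scale minus the mean of the 2 *PRN;Cdk12WT* lines, with 1 point per line. 6137J lies above every other line for the epithelial, secretory and multiciliated lists (0.79, 0.85 and 1.16).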

Notably, whole exome sequencing comparing 6137J and (KO) 6227 revealed many of the differentially expressed genes in 6137J to result from copy number variations (*SI Appendix*, Fig. S6 *C* and *D*).

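On chromosome 10, 7 genes labelled in Fig. S6*A* or Fig. S6*C* lay in windows whose median was higher in 6137J than in 6227. *Cdk4*, *Stat6*, *Il23a* and *Erbb3* lie between 127.1 and 128.6 Mb, and *Lama4*, *Ccdc162* and *Foxo3* between 39.0 and 42.2 Mb of mm10. Of 112 genes between 120 and 130 Mb, 89.3% were higher in 6137J, with a median log2 ratio of TPM + 1 of 0.82. Between 40 and 50 Mb the median was 0.59 over 56 genes, and between 30 and 40 Mb it was 0.42 over 39 genes. Between 50 and 100 Mb the 5 medians ran from −0.15 to −0.41. The log2 ratio of 6137J to 6227 was 1.22 for *Cdk4*, 1.12 for *Stat6*, 2.51 for *Il23a*, 0.44 for *Erbb3*, 2.66 for *Lama4*, 1.17 for *Ccdc162* and 0.60 for *Foxo3*. The figure's authors chose these genes on the same lines, so their ratios are not independent evidence. Over all 234 windows of 10 Mb with at least 20 genes, 5 had a median above 0.5, 3 of them on chromosome 10, and 6 had a median below −0.5, 3 of them on chromosome 5 and 3 on chromosome X. The lowest was −1.05, between 160 and 170 Mb of chromosome X.

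Whole chromosomes differed as well. Of 20 chromosomes, 15 had a median log2 ratio outside the central 95% of 10000 random gene lists matched on expression, 7 higher and 8 lower in 6137J. The highest medians were 0.24 on chromosome 2 (1216 genes) and 0.19 on chromosome 12 (578 genes), and the lowest were −0.37 on chromosome 5 (929 genes) and −0.30 on chromosome 14 (553 genes). These values compare 1 library with another, and copy number data were not used here.

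**Figure D3:**
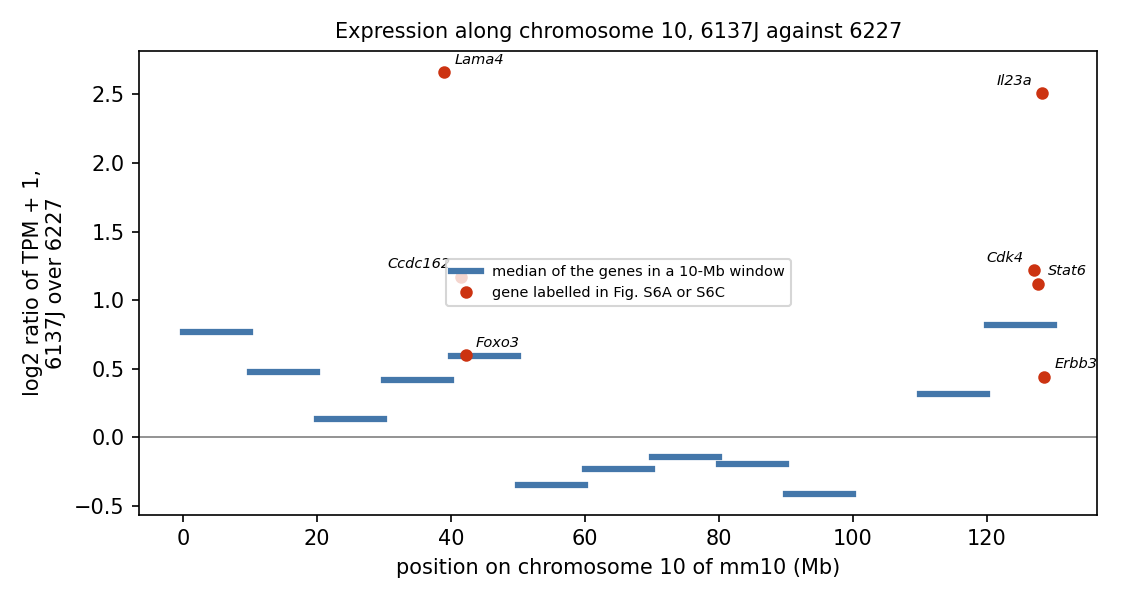
Median log2 ratio of TPM + 1 of 6137J over 6227 in windows of 10 Mb along chromosome 10 (bars), and the ratio of each labelled gene (points). The medians lie above 0 up to 50 Mb and beyond 110 Mb.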

We next evaluated the response of 6137J to immune checkpoint blockade. Indeed, tumors derived from this line were highly responsive to both single-agent anti-PD1/ CTLA-4 therapy and to combined treatment with these drugs (Fig. 5*B*). We next aimed to determine whether this line showed preferential sensitivity to the CDK13/12 degrader YJ1206 in vivo. In agreement with in vitro data, 6137J subcutaneous allografts demonstrated significant reductions in tumor growth after YJ1206 treatment (Fig. 5*C*), while YJ1206-treated animals exhibited no obvious signs of toxicity as measured by percent change in body weight (*SI Appendix*, Fig. S7*A*). We then employed human OVCAR8 ovarian cancer cells to determine whether CRISPR-based *CDK12* ablation also conferred sensitivity to CDK13/12 degrader therapy. After confirming *CDK12* ablation (*SI Appendix*, Fig. S7*B*), we subcutaneously injected these OVCAR8_sgCDK12 cells (and OVCAR8_sgNT control cells) into NSG mice and treated with YJ1206. Indeed, OVCAR8_sgCDK12 xenografts were highly sensitive to YJ1206 therapy (Fig. 5*D*), while those derived from OVCAR8_sgNT cells showed similar growth with YJ1206 and vehicle treatment (Fig. 5*E*).

To establish a model of ovarian carcinomatosis, we transduced the 6137J cell line with luciferase-expressing lentivirus and administered the cells to C57BL6 mice by intraperitoneal injection. In agreement with the subcutaneous allograft model, CDK13/12 degrader YJ1206 mitigated tumor cell dissemination (Fig. 5 *F* and *G*). Taken together, these data demonstrate that *CDK12* loss increases dependence on CDK13, rendering ovarian cancer cells sensitive to CDK13/12 degraders.

## Discussion

Numerous clinical studies have suggested that *CDK12* functions as a tumor suppressor gene in ovarian cancer (1, 2, 14); however, this status had not been formally confirmed. Here, we employed novel tubo-ovarian HGSC mouse models to show that *Cdk12* loss indeed enhances both tumorigenesis and tumor progression. *Cdk12*-null cancers developed increased DNA damage and lymphocytic immune infiltration—both in keeping with prior pathological analysis of human tumors.

Our findings were contingent on the generation of a novel mouse model—*m-sgPRN;Cdk12KO*—which combines CRISPR-mediated ablation of the *Trp53*, *Rb1,* and *Nf1* genes (*m-sgPRN* model) and conventional Cre-lox-mediated ablation of *Cdk12*. The *m-sgPRN* animals allow for monitoring the effects of concomitant tumor suppressor genes (e.g., *Cdk12*). While this model revealed the impact of *Cdk12* loss on ovarian tumor progression, intraperitoneal administration of tumor cells from *m-sgPRN;Cdk12KO* mice enabled us to further demonstrate the importance of *Cdk12* inactivation to tumorigenesis. These findings are consistent with our prior demonstration that *Cdk12* loss in the mouse prostate is sufficient to induce precancerous formation and exacerbate the tumorigenic effects of *Trp53* ablation in allografts (5). Taken together, our work, therefore, defines *Cdk12* as a bona fide tumor suppressor gene in both prostate and tubo-ovarian cancer.

Previous speculation on *CDK12* tumor suppressor function focused on its role in maintaining genomic integrity (15). For example, loss of CDK12/cyclin K-mediated transcriptional elongation of genes in the HR DNA repair pathway, including BRCA1, has previously been demonstrated in ovarian cancers (16, 17). On the contrary, Popova et al. identified numerous FTDs and intact HR in a subset of ovarian HGSCs lacking functional *CDK12* (2). Whole-genome sequencing of *m-sgPRN;Cdk12KO* tumors identified a tandem duplicator phenotype in a single sample, but not in several others. Together, these findings suggest that the *m-sgPRN;Cdk12KO* model is capable of recapitulating multiple human tumor phenotypes—the variability potentially owing to interaction between engineered mutations and secondary mutations that emerge during tumor progression.

*CDK12*-inactive tumors are characterized by lymphocyte-predominant infiltrates. In prostate cancers, these are thought in part to result from neoantigen formation secondary to FTD formation (4). On the other hand, the presence of similar collections of CD4(+) and CD8(+) T cells in our *Cdk12*-null mouse prostate cancer model (5) suggests other factors (such as increased proinflammatory signaling) might also be in play. Here, we observed qualitatively similar immunogenicity—both in the *PRN;Cdk12KO* ovary and in syngeneic allografts derived from 6137J, a conventional *PRN*-derived cell line heterozygous for *Cdk12* ablation. The latter exhibited strong gene expression similarities to *PRN* cells with biallelic *Cdk12* knockout—suggesting the “intact” allele in 6137J does not encode a functional CDK12 protein. This line is distinctive based not only on its immunogenicity—which rendered it sensitive to ICB therapy—but also its histological similarity to human HGSC and ability to grow in C57BL6 mice. 

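*Lcn2*, *Cdh1*, *Lama4* and *Stat6* are labelled in Fig. S6 and were picked here as highest in 6137J, so that a difference from the *PRN;Cdk12KO* lines follows from that choice and is not independent evidence. Against these lines, the log2 fold change was 3.29 for *Lcn2* (standard error 0.46), 1.45 for *Cdh1* (standard error 0.26), 3.25 for *Lama4* (standard error 0.58) and 1.09 for *Stat6* (standard error 0.23). edgeR's adjusted p was 0.333 for *Lcn2*, *Cdh1* and *Lama4* and 0.399 for *Stat6*, and DESeq2 called all 4 (adjusted p at most 0.00892). Homologous recombination and Fanconi anemia genes were lower in 6137J than in the *PRN;Cdk12KO* lines taken together (median −0.36, camera adjusted p = 0.0101, and 0.852 with an estimated correlation). The call did not hold without 6140 (median −0.26, adjusted p = 0.11) or 6363 (median −0.24, adjusted p = 0.0588), and by line the list was lower in 6227 (−0.61) than in 6137J (−0.53), relative to the mean of the *PRN;Cdk12WT* lines on log2(TPM + 1). By the mean over the same genes the order of these lines was the other way, with −0.602 in 6137J and −0.515 in 6227. Ribosome biogenesis and MYC targets did not pass, with a median of 0.02 (camera adjusted p = 0.813). DNA replication and S phase genes were also lower in 6137J than in the *PRN;Cdk12KO* lines by camera, with a median of −0.39. That call did not hold with an estimated correlation. G2/M and mitosis genes did not pass, with a median of −0.10.

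At an unadjusted p under 0.05, edgeR gave 1270 genes higher and 1009 lower in 6137J than in *PRN;Cdk12WT* lines, of 16119 tested, and 810 higher and 431 lower than in *PRN;Cdk12KO* lines, of 16078 tested. The balance depended on the tool. At the same threshold DESeq2 gave 1371 higher and 1485 lower in the first comparison, and 774 higher and 807 lower in the second. Adjusted over all genes, 0 passed in either comparison with edgeR and with limma-voom. DESeq2 called 573 higher and 477 lower in the first, and 152 higher and 168 lower in the second. The comparisons rest on 1 library of 6137J, which is assumed to vary like the other lines, and on 2 and 3 lines of the other genotypes.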

In sum, *Cdk12* loss in murine ovarian cancer effectively recapitulates the immune response seen in human disease, and this can be studied in greater detail using 6137J-derived allografts as a model system.

CDK12 and CDK13 are paralog kinases responsible for RNA Pol-II CTD phosphorylation that facilitates transcriptional elongation of partially redundant gene sets critical for cell division and survival (18, 19). Our prior work in numerous prostate cancer models revealed the two kinases to have a synthetic lethal relationship—such that genetic ablation or pharmacologic inhibition of CDK13 preferentially impairs tumor cell survival in the setting of *CDK12* inactivation (5). Here, we demonstrated the same principle to hold true for HGSC, the most common subtype of ovarian cancer. Indeed, in lines derived from *PRN* tumors with *Cdk12* inactivation, CRISPR screening identified *Cdk13* as the gene most critical for survival. This synthetic lethal relationship—evidenced by enhanced sensitivity to CDK13/12 degrader therapy—was durable across murine (*m-sgPRN*, and *PRN*) and human (OVCAR8) systems. Since OVCAR8 cells are characterized by inactive *BRCA1* (promoter methylation) and *CDK12*-*BRCA1/2* co-inactivation are rare in human HGSC (2), future analyses of *CDK12* mutant HGSC patient-derived xenografts will be valuable for further preclinical validation of this therapy. That said, our data are consistent with prior reports describing the inhibitory potential of dual CDK12/13 inhibitor ZSQ836 in HEY and SKOV3 ovarian cancer cell lines and THZ531 in patient-derived ovarian cancer organoids (20, 21). The consistency of CDK12/13 paralog-based synthetic lethality irrespective of background mutational context suggests CDK13 inhibition may serve as a viable therapeutic option for the approximately 4% of HGSC patients (2) with biallelic *CDK12* inactivation.

## Materials and Methods

### Animals.

All animal procedures described were approved by the Institutional Animal Care and Use Committee at the University of Michigan. Mice were housed in a specific pathogen-free animal facility. Rosa26^LSL-Cas9^ knock-in mice (Stock# 028551) carrying a floxed-STOP cassette preventing expression of the downstream Cas9 gene were from Jackson Laboratories (Bar Harbor, ME). Multiple sgRNA-expressing transgenic animals were generated by the University of Michigan Transgenic Animal Model Core through microinjection of *Trp53, Rb1,* and *Nf1* sgRNA-expressing transgenes into mouse zygotes. Mice harboring the transgene alleles were fertile and produced normal litter sizes. Six-week-old C57BL/6J mice were purchased from Jackson Laboratories and bred with transgenic founder mice to segregate the mosaicism. *Ovgp1-icre-ER^T2^* mice were generated in house as previously described (6). *Cdk12^f/f^* mice (B6.129-*Cdk12 ^tm1Fmj^*/Narl) were previously generated and obtained from the National Laboratory Animal Center (22). To induce Cre expression, 6- to 8-wk-old female mice were treated with tamoxifen (Cat# T5648, Sigma-Aldrich, St. Louis, MO) by intraperitoneal injection at two doses of 200 mg/kg administered 1 d apart.

### Histopathology and Immunohistochemistry.

Mice were grossly examined for tumor location and extent at necropsy. Major organs, such as oviducts (murine equivalent of human fallopian tube), ovary, uterus, kidney, liver, lungs, and mesentery, were collected and processed for histological evaluation and immunohistochemistry (IHC). Tissue samples were fixed in 10% buffered formalin, paraffin-embedded, and cut into 5 μm sections. IHC was performed on formalin-fixed paraffin-embedded tissue sections with standard methods as described in our previous publications (23) or using the Ventana automated slide staining system (Roche-Ventana Medical System). Primary antibodies used for the manual method included CDK12 (Cat. no. HPA008038, 1:100; Millipore Sigma-Aldrich), cytokeratin CK8 (TROMA1, 1:100; Developmental Studies Hybridoma Bank, University of Iowa), PAX8 (cat. no. 10336-1-AP, 1:1,500; Proteintech), Ki67 (cat. no. 550609, 1:500; BD Biosciences), γH2AX (cat.no. 9718, 1:200 CST), WT-1 (cat. no. sc-192, 1;300; Santa Cruz), Cas9 (cat. no. 19526, 1:100 CST). For the automated slide staining system, the primary antibodies used were CDK12 (Cat. no. HPA008038, 1:25; Millipore Sigma-Aldrich), CD3 (Cat. no. 790-4341, prediluted; Ventana), CD4 (Cat. no. ab183685, 1:50; Abcam), CD8 (Cat. no. 98941S, 1;50; CST), and granzyme B (Cat. no. 262A-18, prediluted; Ventana).

### Whole-Genome Sequencing.

Genomic DNA from oviductal tumors of *m-sgPRN;Cdk12KO* mice and DNA from the mouse tail with the same genetic background (reference genome) were sequenced as described in our previous publication (5).

### Tumor Cell Isolation and Generation of Luciferase-Expressing Cell Culture.

To establish primary oviductal HGSC cell lines, oviductal tumors were collected, minced into fine pieces, and digested in serum-free MEM (Gibco, Invitrogen, Rockville, MD) containing Pronase (1.4 mg/mL) and DNase I (0.1 mg/mL) overnight at 4 °C (24). Isolated oviductal cells were centrifuged, then washed with PBS and grown in DMEM/F12 (Gibco) supplemented with 10% fetal bovine serum (FBS, HyClone, Logan, UT) and 1% Pen Strep (Gibco). Cells were transduced with green fluorescence protein (GFP) luciferase lentivirus purchased from the vector core of University of Michigan. Two days after the viral transduction, the GFP-positive cells were sorted with a cell sorter (SONY SH800S).

### Immunoblotting.

Cells were pelleted and lysed using 1× cell lysis buffer (cat. no. 9803S, CST) with EDTA-free Protease Inhibitor Cocktail (cat. no. 4693159001, Roche) and PhoSTOP (cat. no. 04906837001, Roche). Protein concentration was determined using Pierce 660 nM Protein Assay Reagent (cat. no. 22660, Thermo Fisher Scientific), and 20 to 30 μg of total protein was loaded in each lane. Proteins were separated by NuPAGE 3 to 8% or 4 to 12% Tris-Acetate Midi Gel (cat. no. WG1402BX10, Invitrogen) and transferred to nitrocellulose membranes (cat. no. 88018, Fisher). Membranes were blocked with 5% nonfat dry milk /PBS for 1 h and then incubated with primary antibody overnight at 4 °C. After three washes with 1× TBS containing 0.1% Tween-20, membranes were incubated with 1:3,000 diluted horseradish peroxidase (HRP) labeled secondary antibodies in 5% milk/PBS for 2 h at room temperature. After three washes with TBST, membranes were imaged using an Odyssey CLx Imager (LiCOR Biosciences). The primary antibodies used for immunoblotting include CDK12 (cat. no. 26816-1-AP, Proteintech), CDK13 (cat. no., ABE1860, EMD Millipore), NF1 (H-12) (cat. no.14623S, CST), Rb1 (cat. no. ab181616, Abcam), p53 (cat. no. NCL-L-P53-CM5P, Leica), GAPDH (cat. no. 3683S, CST), vinculin (cat. no. V9131, Sigma), and α-tubulin (cat. no. ab184577, Abcam).

### In Vivo Imaging of Luciferase Activity.

Mice were imaged weekly using the Caliper Life Sciences (Perkin Elmer) In Vivo Imaging System Lumina Spectrum. Mice were given an intraperitoneal injection of 30 mg/mL beetle-luciferin potassium salt (Promega) at a volume of 5 µL/g body weight 10 min prior to imaging. Anesthesia was induced 5 min postinjection and maintained at 1.5 to 3.0% isoflurane for the duration of imaging (Caliper Life Sciences XGI-8 Gas Anesthesia System). Images were analyzed using Perkin Elmer Living Image software. Each image was normalized to the same radiance (p/ec/cm^2^/sr) scale and the region of interest size selected for each mouse and graphed as total flux (p/s).

### RNA Isolation and RNA-seq.

RNA-seq experiments were performed as previously described (5). Briefly, total RNA was isolated using QIAzol Lysis Reagent (QIAGEN), and cDNA was synthesized following Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) instructions. RNA extraction was followed by ribosomal RNA (rRNA) depletion. The rRNA-depleted RNA libraries were prepared using the KAPA RNA HyperPrep Kit (Roche) and subjected to the Agilent 2100 Bioanalyzer for quality and concentration. Transcripts were quantified by alignment-free approach kallisto (25) using index generated from the mouse reference genome (mm10) and then summed to obtain gene-level counts. Differential analysis was performed using the limma-voom procedure (26, 27) after TMM-normalization (28) of gene-level counts with calcNormFactors of edgeR (29). Genes with mean Transcripts Per Million (TPM) less than 1 in both control and treatment groups were considered as lowly expressed genes and excluded for differential analysis. Enrichment of Hallmark gene sets downloaded from MSigDB (30) was examined with fgsea (31) using genes ranked by logFC estimated from limma as input.

### Immunocytochemistry.

Immunohistochemistry protocols were adapted from our previous work (5). Cancer cells were seeded on chamber slides (Sigma-Aldrich; catalog #: A-005-C) for 24 h, followed by fixation with 4% paraformaldehyde and one washing with PBS. The cells were then permeabilized with 0.2% Triton X-100 in PBS, washed with PBS three times, and blocked with 10% goat serum in PBS for 1 h at room temperature and primary antibody at 4 °C overnight, followed by PBS wash for three times and incubation of secondary antibody goat anti-rabbit IgG (H+L) Alexa Fluor 647 (Thermo Scientific A-21245) at room temperature for 1 h. After further washing with PBS three times, the cells were stained with DAPI and mounted on slides for imaging.

### CRISPR Kinome Library Screening.

Mouse Kinome CRISPR pooled library (Brie) in lentiCRISPR v2 was a gift from John Doench and David Root (Broad Institute of MIT and Harvard, Cambridge, MA; Addgene #75317). This library contains guide RNAs targeting 714 mouse kinase genes with four guides per target. A total of 12^7 PRN; *Cdk12KO* vs. PRN cells were transduced with lentivirus containing the library at a multiplicity of Infection (MOI) of 0.3 to achieve about 1,000× coverage. After puromycin selection for 3 d, ~3 M of the surviving cells were stored as Day 0 (T0) input samples at −80 °C, and the remaining cells were cultured for 14 d (Tn). Genomic DNAs from cell pellets were extracted, and PCR to purify the regions containing the sgRNA was performed to generate the sequencing library. Each library was sequenced at approximately 3 million reads. Cutadapt (32) was used to trim reads to the bare sgRNA sequences. The trimmed reads were then aligned to a reference built from the sgRNA sequences in the library using bowtie2(version 2.4.5) (33). Finally, MAGeCK (version 0.5.9.5) (34) was used to quantify sgRNAs.

### IC50 Assay.

To generate drug response curves, mouse ovarian cancer cells were plated in 5 replicates at a seeding density of 1,000 cells/well in 96-well microplates. The next day, 10 doses of YJ1206, YJ9069, cisplatin (Selleck Chemicals, S1166), and olaparib (MedChem Express, HY-10162) were dispensed at twofold dilution from 0.030 µM to 30 µM. Cell viability was assayed after 5 d using luminescence measurement via CellTiter-Glo 3D (Promega G9683). Drug response curves were generated by nonlinear regression representing percentage of viable cells vs. log drug concentration using GraphPad Prism 10. IC_50_ values were calculated by the equation log(inhibitor) vs. response (variable slope, four parameters). Two-way ANOVA was used to compare dose–response curves.

### Generation of CRISPR Knockout of *CDK12* in OVCAR8 Cells.

Cells were transfected with the PX458 plasmid (Addgene 48138) containing the guide sequence (CTTGGTATCGAAGCACAAGC or ACTTTGCAGCCGTCATCGGG) targeting exon 1 of *CDK12* using Lipofectamine 3000 (Thermo Fisher) according to the manufacturer’s instructions. 72 h after transfection, cells were sorted for GFP into single cells in a 96-well plate format. Clones were expanded and validated by Western blot and sequencing for the target site.

### Drug Treatment of Mice.

The antitumor efficacy of YJ1206 was evaluated in various subcutaneous xenografted and allografted models. In each case, when tumors reached ~100 mm^3^, mice were randomized into two groups of n = 8-10 mice. Each group received either YJ1206 (50 mg/kg or 100 mg/kg) or vehicle (3 times/wk) by PO injection for 14 to 40 d. Tumor volume was measured twice weekly by caliper following the formula (p/6)(LxW^2^) where L and W are the length and width of the tumors. At the end of the time course, tumors were excised, weighed, and collected for histological analysis.

### ICB Treatment of Mice.

Tumor-bearing mice were injected intraperitoneally every 3 d with either cocktail of anti-PD1 (200 mg/dose, #BE0146, BioXcell) and anti-CTLA4 (100 mg/dose, #BE0131, BioXcell) or control IgG (300ug/dose, #BE0089 and BE0087, BioXcell). Tumors were measured with calipers twice a week.

### Public RNA-seq Data Analysis.

Expression data of ovarian cancer and other primary cancer types were obtained from TCGA repositories (https://tcga-data.nci.nih.gov/tcga); data of mCRPC were obtained from the previous publication (4). Protein expression of the TCGA OV cohort was downloaded from the Firehose Legacy version from cBioportal (35). CDK12 cases were identified based on Popova et al. (2) for TCGA ovarian cancer and Wu et al. (4) for mCRPC. For TCGA primary prostate cancer, cases with CDK12 homozygous deletion were obtained from cBioportal, and cases with biallelic mutations were previously identified (4). To conduct differential analysis for CDK12-mutated ovarian cancer cases, the control subset of tumors was selected following the approach in ref. 2. Specifically, principal component analysis was performed using the top 200 variable genes and three nearest neighbors (non-CDK12-mutated) by Euclidean distance to each CDK12-mutated case selected based on the first 10 principal components. Differential analysis was performed using limma-voom procedure (26). Enrichment of CDK12-loss signatures derived from mCRPC (including up- and down-regulated) (4) was examined with fgsea using genes ranked by logFC estimated from limma as input. Single-sample gene set enrichment score of CDK12-loss signature was calculated by GSVA (36).

### Statistical Analysis.

All data points were acquired with distinct samples rather than repeated assessments. Data were analyzed and plotted with Prism version 10 (GraphPad Software; San Diego, CA) and presented as means ± SD or ± SEM, as stated in the figure legends. To determine statistical differences, Student’s *t* test was used for individual comparisons, one-way ANOVA for multiple comparisons, and two-way ANOVA for multiple variables.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

## Data Availability

RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO), accession number GSE284088 (37). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Defining CDK12 as a tumor suppressor and therapeutic target in mouse models of tubo-ovarian high-grade serous carcinoma
**Source:** Proc Natl Acad Sci U S A. 2025 Jun 12;122(24):e2426909122. doi: 10.1073/pnas.2426909122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Defining CDK12 as a Tumor Suppressor and Therapeutic Target in Mouse Models of Tubo-Ovarian High-Grade Serous Carcinoma

Jean Ching-Yi Tien<sup>1,2</sup>, Yali Zhai<sup>2</sup>, Rong Wu<sup>2</sup>, Yuping Zhang<sup>1,2</sup>, Yu Chang<sup>1,2</sup>, Yunhui Cheng<sup>1,2</sup>, Abigail J. Todd<sup>1,2</sup>, Christina E. Wheeler<sup>1,2</sup>, Shuqin Li<sup>1,2</sup>, Rahul Mannan<sup>1,2</sup>, Caleb Cheng<sup>1,2</sup>, Brian Magnuson<sup>1,2</sup>, Gabriel Cruz<sup>1,2</sup>, Yizhi Cao<sup>1,2</sup>, Somnath Mahapatra<sup>1,2</sup>, Carmine Stolfi<sup>3</sup>, Xuhong Cao<sup>1,2</sup>, Fengyun Su<sup>1,2</sup>, Rui Wang<sup>1,2</sup>, Jianzhang Yang<sup>4</sup>, Licheng Zhou<sup>4</sup>, Yuanyuan Qiao<sup>1,2,5</sup>, Lanbo Xiao<sup>1,2</sup>, Marcin Cieslik<sup>1,2,6</sup>, Xiaoju Wang<sup>1,2</sup>, Zhen Wang<sup>4</sup>, Jonathan Chou<sup>7,8</sup>, Eric R. Fearon<sup>2,5,9,10</sup>, Ke Ding<sup>4</sup>, Kathleen R. Cho<sup>2,5</sup>, and Arul M. Chinnaiyan<sup>1,2,5,11,12</sup>

Kathleen R. Cho, M.D.

Ke Ding, Ph.D.

#### This PDF file includes:

Supplementary Methods

Figures S1 to S7

References

### **Other Supporting Information for this manuscript include the following:**

Dataset S1 (Excel file): Dependency scores comparing these between *Cdk12* WT and KO *PRN* cell lines.  
Dataset S2 (Excel file): CDK12, TP53, RB1, and NF1 protein expression and mutation analysis from TCGA data

### **Supplementary Methods**

#### **Target sgRNA selection and validation *in vitro***

The predicted 20bp sgRNAs targeting exon sequences of the murine orthologs of *Trp53*, *Rb1*, *Nf1*, tumor suppressor genes (TSGs) were selected using CHOPCHOP (<https://chopchop.rc.fas.harvard.edu>) (1), an online tool widely used for the analysis of sgRNA sequences and off-target numbers. Single guide RNAs with the best scores were picked and further assessed for predicted off-target effects using the CRISPR DESIGN tool (2). Based on such analysis, two to four sgRNAs, showing high efficiency and no off-target activity, were selected for each TSG, and their targeting capabilities were validated *in vitro* before choosing the best performing sgRNAs for *in vivo* studies. Briefly, the sgRNAs were individually cloned into the plasmid pX330-U6-Chimeric\_BB-CBh-hSpCas9 (pX330, cat #42230 Addgene, Watertown, MA), which expresses a chimeric guide RNA together with human codon-optimized Cas9. To enrich the cell population bearing the sgRNA-px330 vector, each construct was transiently transfected into NIH/3T3 mouse fibroblasts (ATCC, Manassas, VA), together with an EYFP-expressing plasmid (#6005-1, Clontech, Short Hills, NJ), using Lipofectamine LTX (Invitrogen, Carlsbad, CA) according to the manufacturer's instructions. Fluorescent-labeled cells were sorted and collected using a BD FACS Aria II (BD Biosciences, San Jose, CA) and subjected to genomic DNA extraction. Genomic DNA including the sgRNA target site was then amplified through PCR, and the resulting PCR amplicon used as template for the Surveyor Mutation Detection assay (IDT, Integrated DNA Technologies, Coralville, Iowa).

#### **Construction of transgenes and generation of the transgenic lines**

Previously *in vitro* validated tumor suppressor gene (TSG) targeting sequences were used to generate multi-sgRNA expressing constructs containing *Trp53-Rb1-Nf1* sgRNAs. In detail, synthetic DNA fragments (gBlock), each carrying a specific 20bp TSG targeting sequence plus all the components necessary for its expression as sgRNA (i.e., U6 promoter, guide RNA scaffold, and termination signal) and flanked by unique

restriction sites, were ordered from IDT. Each gBlock was singularly inserted into the pCR-blunt TOPO vector (Invitrogen). Next, each gBlock-bearing vector was digested, adhesive end-flanked gBlocks extracted, and sequentially cloned into a pCR-blunt TOPO vector bearing a specific polylinker to get the two multi-sgRNA expressing constructs. The capability of both constructs to simultaneously target the indicated TSGs was validated in NIH/3T3 cells according with the workflow described in the “Target sgRNA selection and validation *in vitro*” section.

### ***In situ* multiplexed immunofluorescence**

Multiplexed immunofluorescence (IF) was performed on 4µm formalin-fixed paraffin embedded tissues (FFPE). All steps of IF staining were performed on the Ventana Discovery Ultra automatic staining platform. Briefly, after deparaffinization, heat-induced epitope retrieval was performed using cell conditioning media 1 (CC1). Sections were incubated with NF1 (cat# SC-376886, mouse monoclonal clone H-12, Santa Cruz, 1:100), p53 (cat# P53-CM5P-L, rabbit polyclonal, Leica Biosystems, 1:50), or RB1 (cat# ab181616, rabbit monoclonal clone EPR17512, Abcam, 1:250) primary antibodies. Ventana Omnimap detection kit and Discovery Cy5 (cat# 760-238, Ventana, Roche), Red 610 (cat# 760-245, Ventana, Roche) and FITC RUO (cat# 760-232, Ventana, Roche) kits were used to develop the immunofluorescent signal. For multiplexing, heat denaturation was performed to denature the previous antibodies and before incubation of subsequent primary antibodies. Counterstaining was performed using DAPI. Imaging was performed on an EVOS 7000 multiplexed immunofluorescence imaging system.

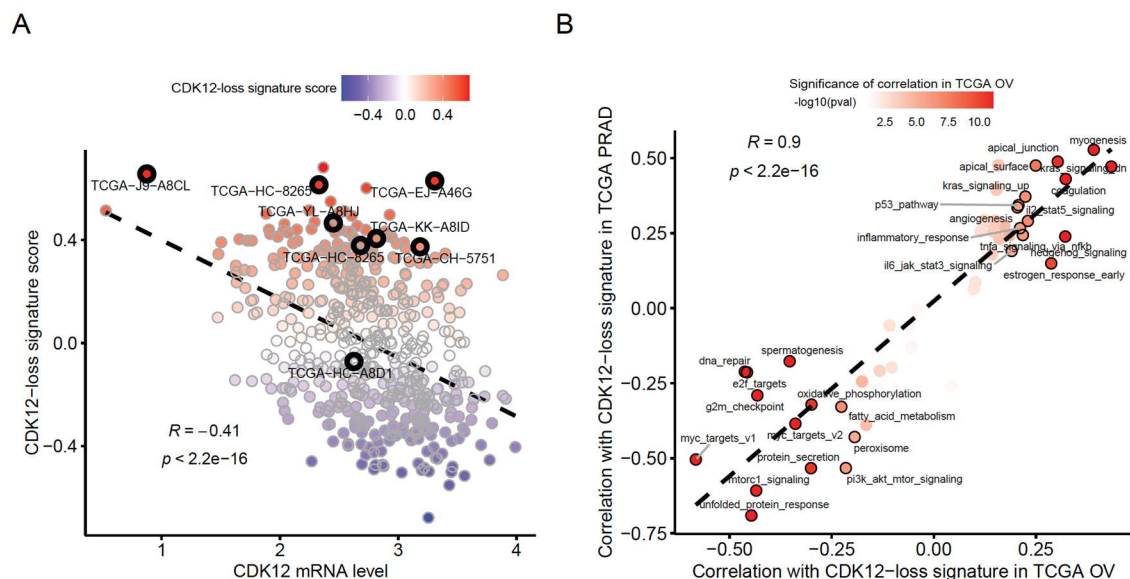

**Fig. S1. (A)** Scatter plot of CDK12-loss signature score negatively associated with *CDK12* level in The Cancer Genome Atlas (TCGA) primary prostate cancer. Cases with homozygous deletion of *CDK12* are circled with thick border lines and labeled. **(B)** Scatter plot of CDK12-loss associated hallmark signatures are concordant between TCGA ovarian cancer (OV) and TCGA primary prostate cancer (PRAD).

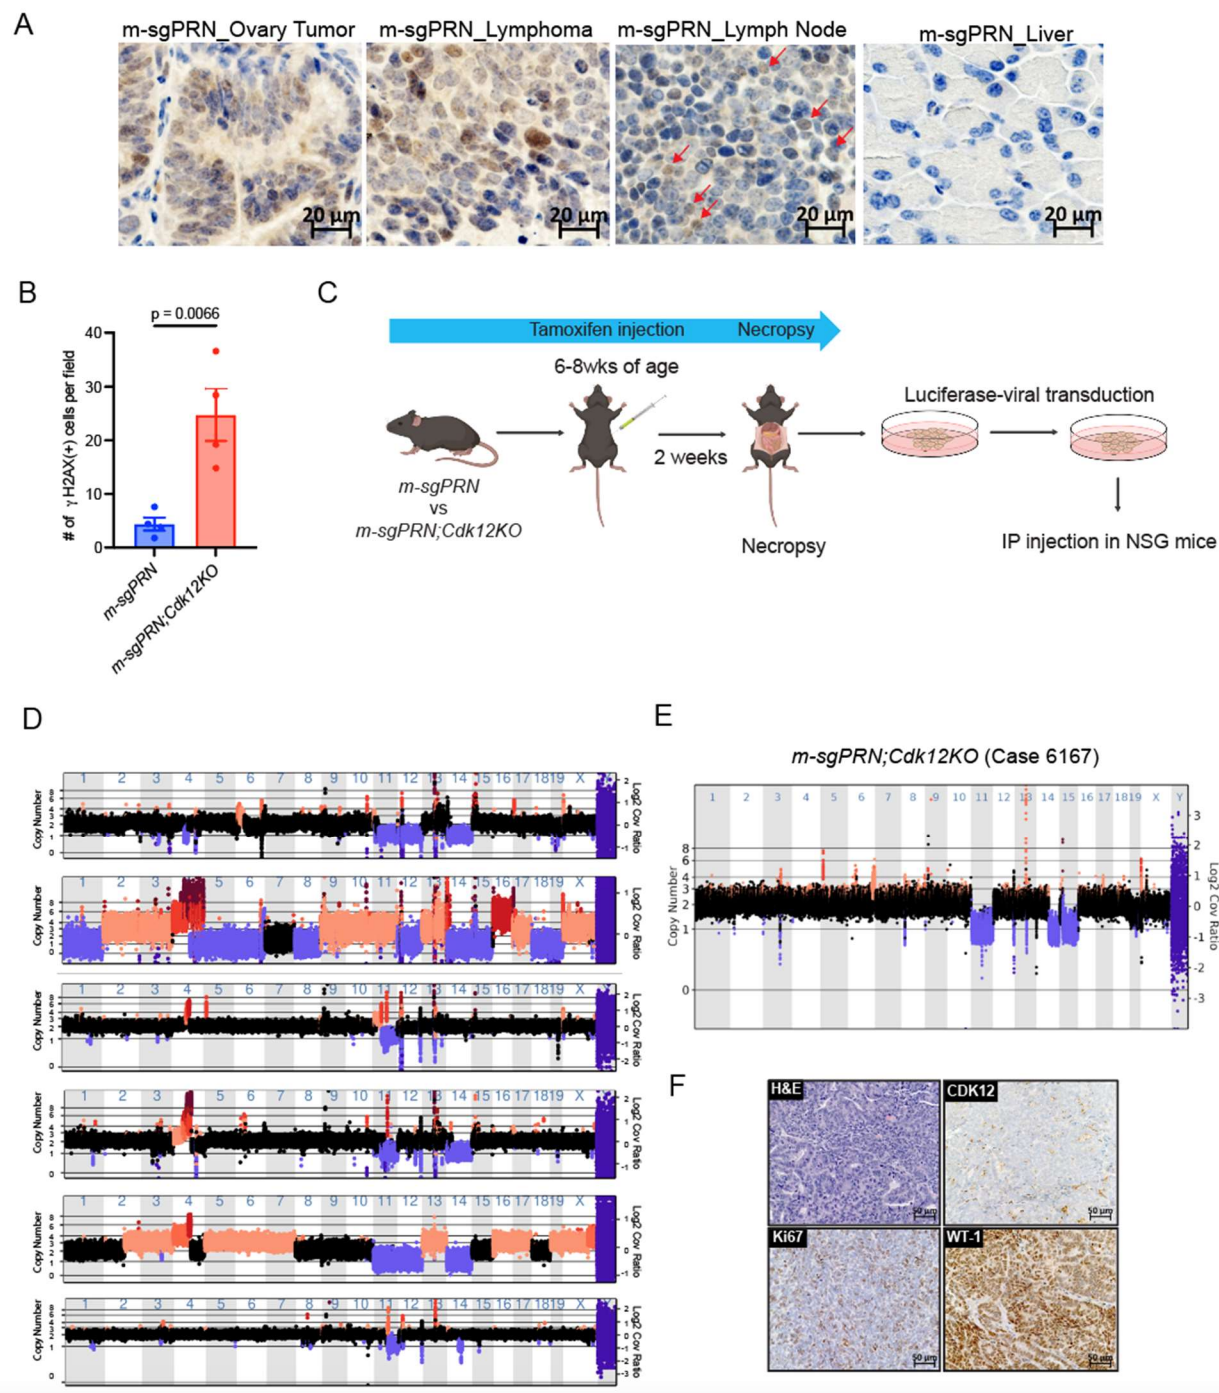

**Fig. S2. (A)** Cas9 IHC of ovary tumor, lymphoma, lymph node, and liver in *m-sgPRN* model. **(B)** Quantification of  $\gamma$ H2AX staining in Fig 2E. **(C)** Generation of GFP luciferase-expressing ovarian cell lines from *m-sgPRN* and *m-sgPRN;Cdk12KO*. **(D-E)** Genomic sequencing indicating increased genetic duplications in a *m-sgPRN;Cdk12KO* tumor. **(F)** Histological staining of tumor indicated in (D).

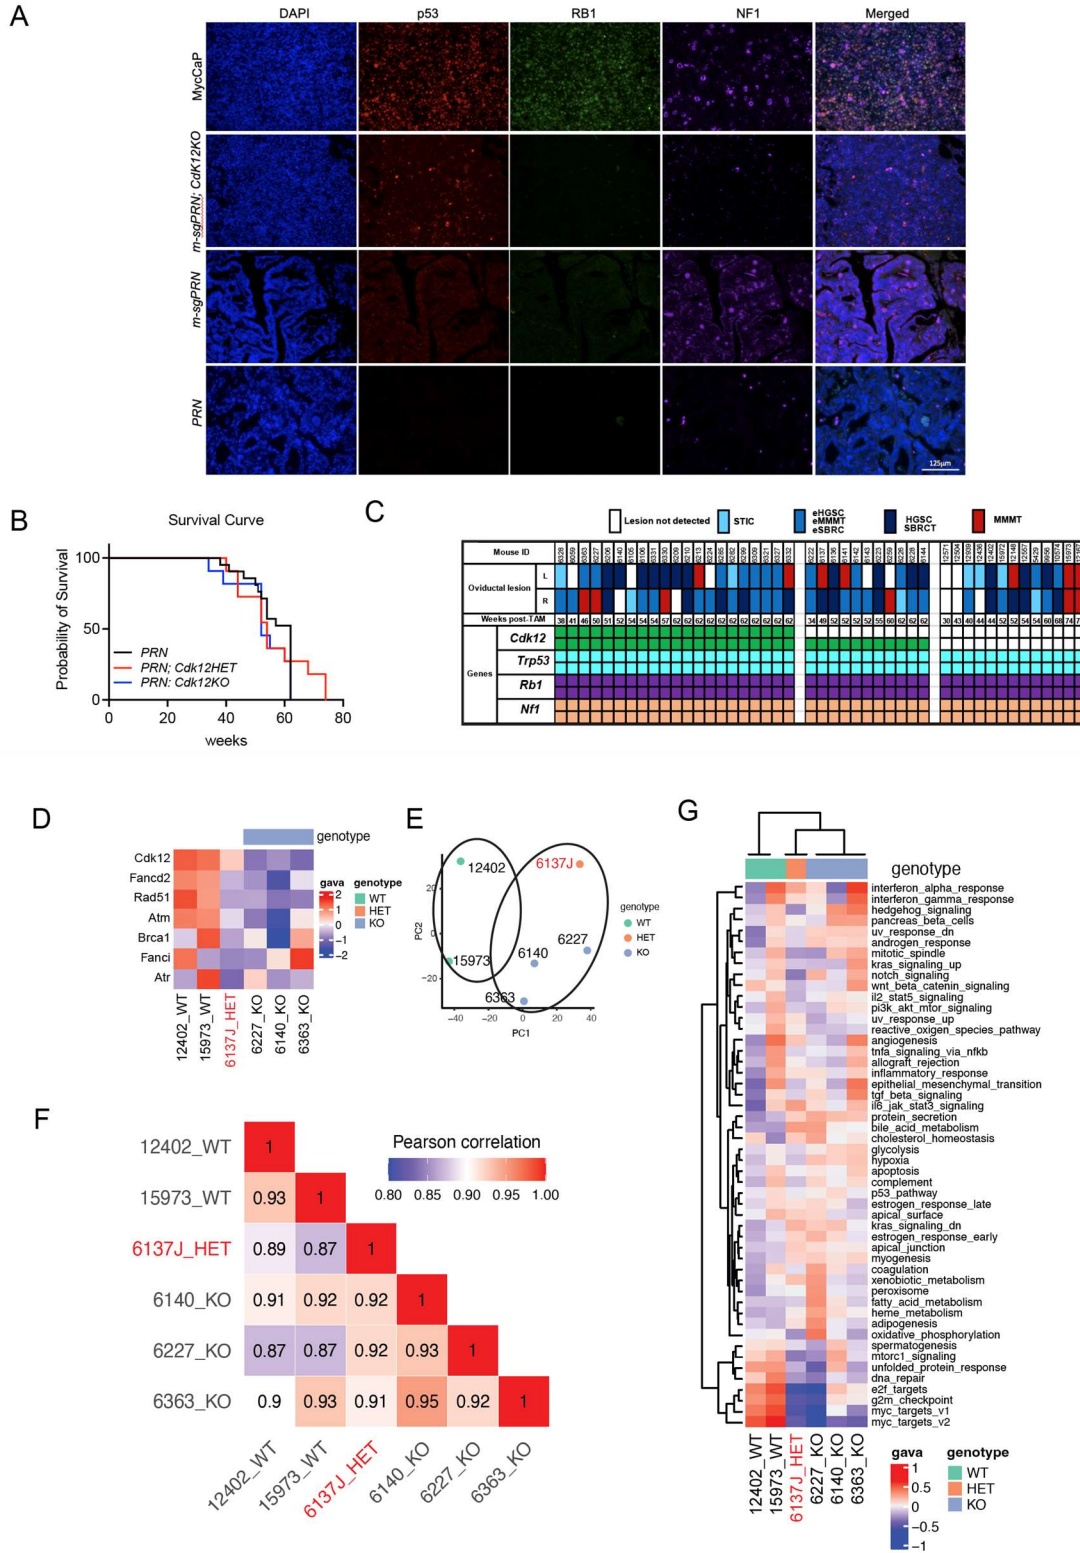

**Fig. S3. (A)** *In situ* multiplex IF analysis to demonstrate knockout efficiency of Trp53, Rb1, and Nf1 in three models (*m-sgPRN;Cdk12KO*, *m-sgPRN*, and *PRN*). Myc-CaP section serves as positive control. **(B)** Survival curve of Cdk12WT, HET, and KO mice of *PRN* model. **(C)** Summary of oviductal tumor phenotype

in tamoxifen (TAM)-treated *Ovcp1-iCreERT2* mice carrying inactivated *Cdk12*, *Trp53*, *Rb1*, and *Nf1* alleles, and followed to humane endpoints. Weeks post-tamoxifen indicate the time points at which mice reached humane endpoints. L, left; R, right oviduct. STIC, serous tubal intraepithelial carcinoma; eHGSC, early high-grade serous carcinoma; HGSC, high-grade serous carcinoma; MMT, malignant mixed Müllerian tumors; SBRCT, small blue round blue tumor. **(D)** Heatmap indicating expression of selected DNA damage-related genes in each cell line generated from *PRN* and *PRN;Cdk12KO* tumors. **(E)** Principal component analysis plot from bulk RNA-seq of each cell line. **(F)** Pearson correlation plot bulk RNA-seq of each cell line. **(G)** GSEA analysis of same cell lines indicating differentially enriched biological processes in indicated cell lines.

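The heatmap in (D) and the plots in (E) to (G) rest on the same 6 RNA-seq libraries. Principal component analysis places each line by its scores on axes that hold the largest shares of the variance among lines. On log2(TPM + 1), the first component held 39.5% and the second 22.2%. Scores on the first component were −53.9 for 12402 and −64.0 for 15973, 9.3 for 6140, 60.8 for 6227, 4.3 for 6363 and 43.6 for 6137J. On the second, 6137J (−50.4) and 12402 (−44.6) lay on 1 side, and 15973 (22.1), 6140 (19.8), 6227 (14.0) and 6363 (39.1) on the other. The highest correlation between any pair of lines was 0.95, for 6140 and 6363, and that between 12402 and 15973 was 0.93. The authors computed the enrichment in (G) with fgsea on Hallmark sets, which were not used here.

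Of 32 textbook lists tested between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, camera called 6 lower and 3 higher, and 0 with an estimated correlation. The higher ones were fatty acid oxidation and peroxisome genes (28 genes, median 0.48, adjusted p = 0.0093), mesenchymal and EMT genes (median 1.12, adjusted p = 0.00184) and stromal fibroblast and smooth muscle markers (10 genes, median 2.43, adjusted p = 0.0298). Each of these 3 calls was lost when a certain line was left out. The mesenchymal call was lost without 12402 (median −0.01, adjusted p = 0.547) and without 6363 (median 0.73, adjusted p = 0.0579), and the median was 2.16 without 15973, so that the difference rests on 12402. The stromal call was lost without 12402 (median 0.98, adjusted p = 0.315) and without 6363 (median 1.64, adjusted p = 0.0741). With the filterByExpr filter on low genes it held, but the stromal median was 1.17 (camera adjusted p = 0.0291). The fatty acid oxidation call was lost without 6227 (median 0.24, adjusted p = 0.18). Among the lists that did not pass, p53 target genes had a median of 0.13 (24 genes, adjusted p = 0.592). Type I interferon response genes had a median of −0.04 (49 genes, adjusted p = 0.812), or −0.40 from edgeR's log2 fold changes, with 36 genes negative by edgeR. The *PRN;Cdk12WT* lines lay far apart for the interferon list. Its median of log2 CPM differences was −1.41 without 12402 (adjusted p = 5.8e-07) and 1.21 without 15973 (adjusted p = 1.65e-05).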

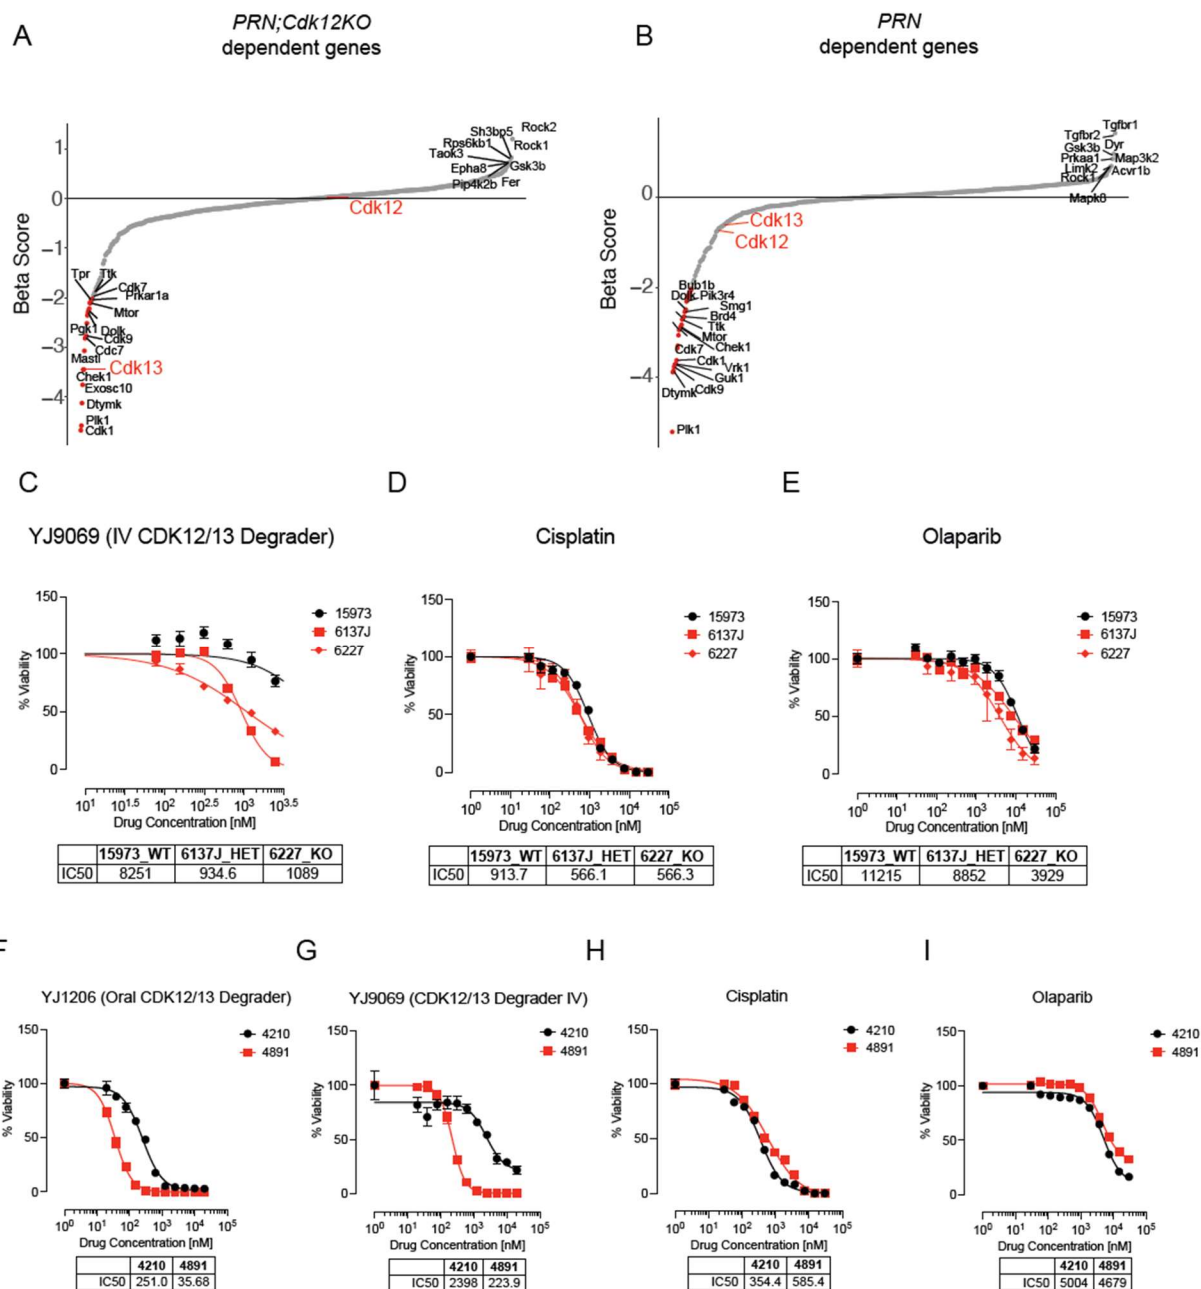

**Fig. S4. (A)** Snake plot representing beta score and ranked genes for *PRN;Cdk12KO* line from CRISPR knockout screen. **(B)** Snake plot representing beta score and ranked genes for *PRN;Cdk12WT* line from CRISPR knockout screen. **(C)** IC<sub>50</sub> plots indicating treatment of 15973 (*PRN;Cdk12WT*), 6227 (*PRN;Cdk12KO*), and 6137J (*PRN;Cdk12HET*) cell lines with YJ9069. **(D)** IC<sub>50</sub> plots indicating treatment of 15973, 6227, and 6137J cell lines with cisplatin. **(E)** IC<sub>50</sub> plots indicating treatment of 15973, 6227, and 6137J cell lines with olaparib. **(F)** IC<sub>50</sub> plots indicating treatment of 4210 (*m-sgPRN;Cdk12WT*) and 4891 (*m-sgPRN;Cdk12KO*) lines with YJ1206. **(G)** IC<sub>50</sub> plots indicating treatment of 4210 line and 4891 line with YJ9069. **(H)** IC<sub>50</sub> plots indicating treatment of 4210 line and 4891 line with cisplatin. **(I)** IC<sub>50</sub> plots indicating treatment of 4210 line and 4891 line with olaparib.

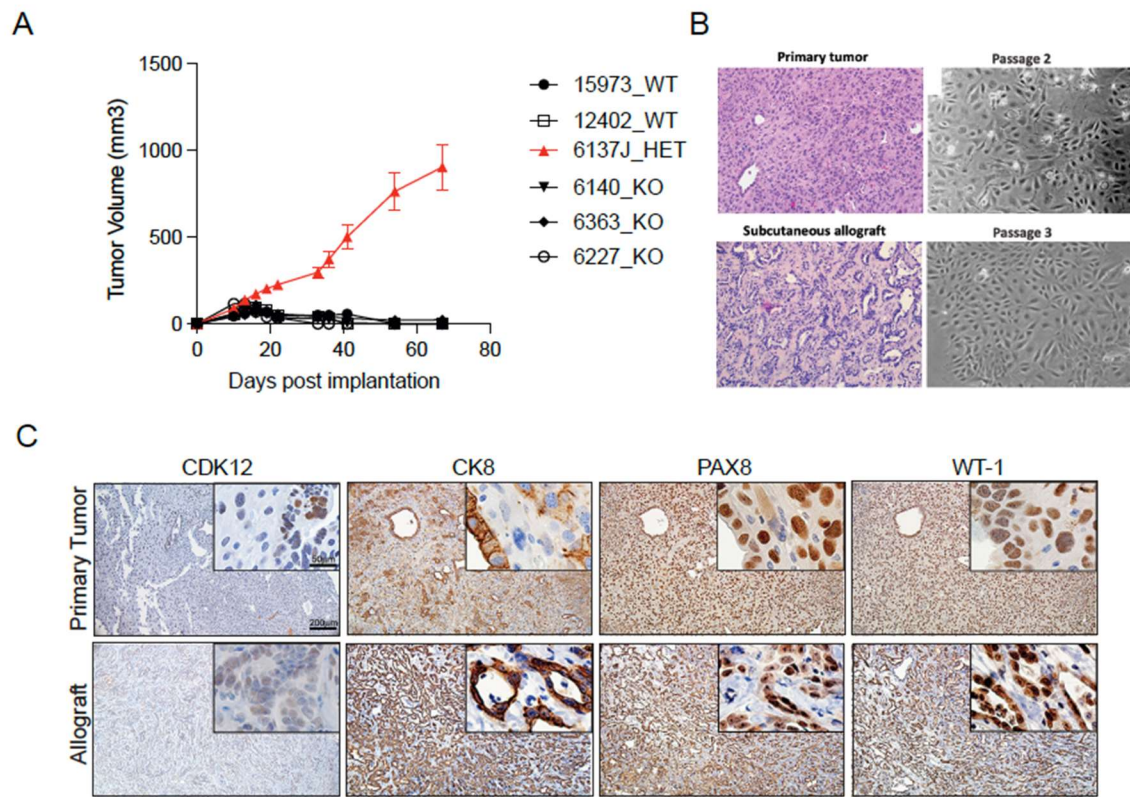

**Fig. S5. (A)** Tumor growth curve of each *PRN*/*Cdk12* WT, HET, and KO line in C57BL6. **(B)** Histological comparison of primary tumor used to generate cell line and subcutaneous allograft in immunocompetent mice. **(C)** IHC of CDK12, CK8, PAX8, and WT-1 in 6137J primary tumor and allograft tumor.

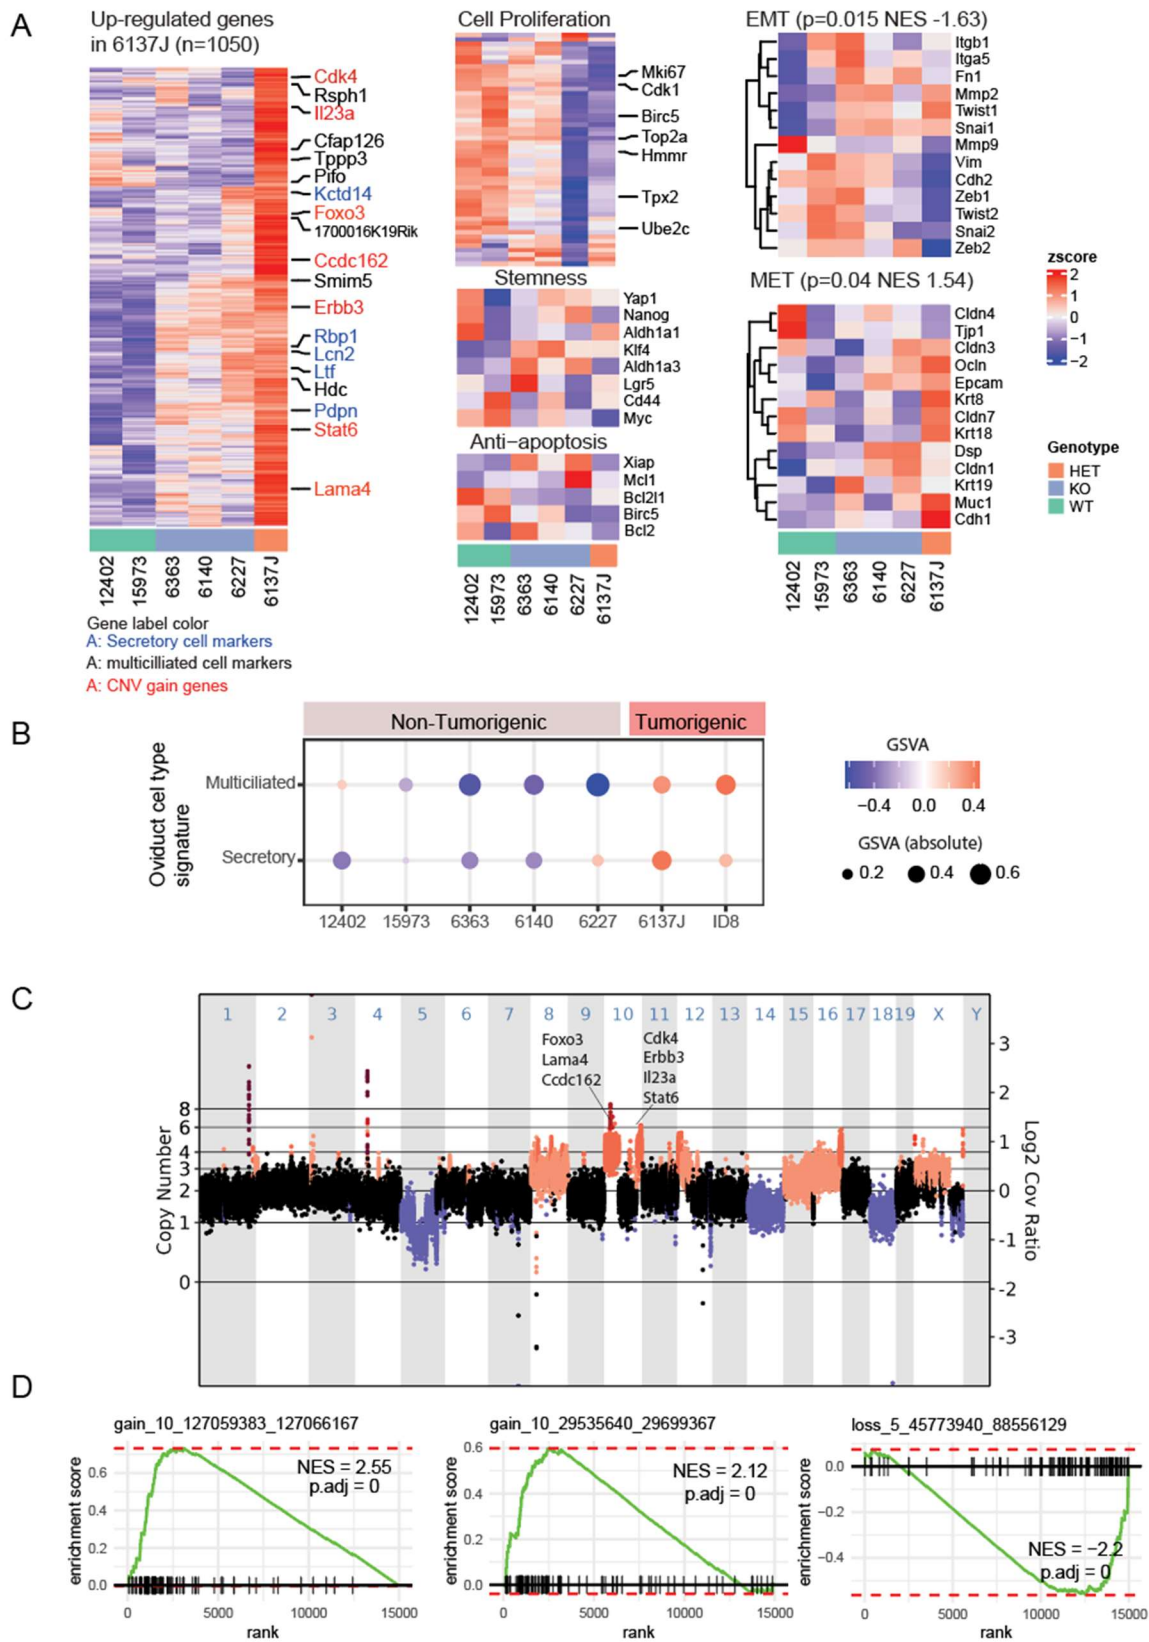

**Fig. S6. (A)** Heatmaps indicating expression of up-regulated genes (p value <0.05) in 6137J (left panel) and gene signatures of proliferation, cancer stemness, anti-apoptosis, EMT, and MET in each cell line generated from *PRN* and *PRN;Cdk12KO* tumors. **(B)** Bubble plot demonstrating 6137J displayed positive enrichment for normal fallopian tube (ovarian duct) epithelial cell type markers. ID8 serves as positive control. **(C)** Copy number variations of 6137J (HET) compared to 6227 (KO). Selected genes showing copy gain and overexpression are labeled. **(D)** Integration of RNA-seq analysis with copy number variation. Gene enrichment in three segments with log ratio >1 or < -1 in 6137J vs 6227.

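*Eya2*, *Adgrg7* and *Arhgap9* led the genes whose RNA was higher in 6137J than in each of the other 5 PRN lines. *Eya2* RNA was 109 TPM in 6137J and 15.6 to 17.5 TPM in the others, a log2 fold change of 2.67 (standard error 0.20, adjusted p = 0.0791 from edgeR and 0.028 from limma-voom). *Adgrg7* RNA was 10.7 TPM in 6137J and at most 0.03 TPM elsewhere, and *Arhgap9* RNA was 18.0 TPM against 0.34 to 0.86 TPM. *Wnt5b* RNA was 22.1 TPM against at most 0.97 TPM, and *Aim2* RNA 28.0 TPM against 0.75 to 1.88 TPM. Among genes lower in 6137J, *Grb10* RNA was 0.22 TPM against 17.3 to 50.1 TPM, and *Gpc6* RNA 0.41 TPM against 9.62 to 17.7 TPM. These genes are among those with the smallest p-values outside the range of the other lines, and none passed edgeR's test.

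At an unadjusted p under 0.05, edgeR gave 669 genes higher and 355 lower in 6137J, of which 0 passed the adjustment. limma-voom called 17 higher, but 0 in a fit of the 3 genotypes, chosen after the data were seen (smallest adjusted p = 0.066). DESeq2 called 94 higher and 124 lower, and at an unadjusted p under 0.05 it gave 583 higher and 760 lower. The 7 proliferation genes labelled in Fig. S6*A* all had a negative log2 fold change in 6137J (median −0.76), and the 6 tested stemness genes and 5 anti-apoptosis genes had medians of −0.21 and −0.25. Of these genes, 0 passed when adjusted over their list alone or over all genes with edgeR, limma-voom or DESeq2, and 0 had an unadjusted p under 0.05. Among the textbook lists, camera called DNA replication and S phase genes (median −0.59) and G2/M and mitosis genes (median −0.45) lower in 6137J. Neither call held with an estimated correlation.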

A

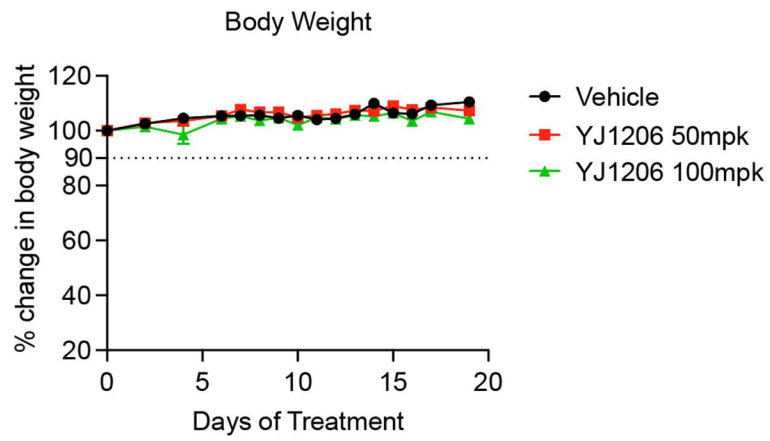

B

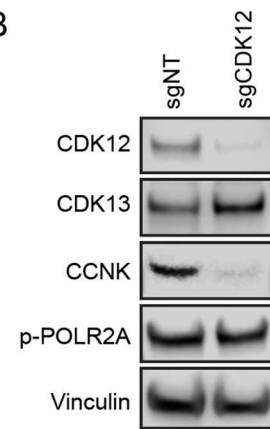

**Fig. S7. (A)** Percentage change in body weight for mice treated with YJ1206. **(B)** Protein level of CDK12 and CDK13 in OVCAR8\_sgNT cells and OVCAR8\_sgCDK12 cells.

## References

1. T. G. Montague, J. M. Cruz, J. A. Gagnon, G. M. Church, E. Valen, CHOPCHOP: a CRISPR/Cas9 and TALEN web tool for genome editing. *Nucleic Acids Res* **42**, W401-407 (2014).
2. P. D. Hsu *et al.*, DNA targeting specificity of RNA-guided Cas9 nucleases. *Nat Biotechnol* **31**, 827-832 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

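RNA-seq of 6 primary PRN lines was analysed, with 1 library per line, from 2 *PRN;Cdk12WT* lines (12402 and 15973), 1 *PRN;Cdk12HET* line (6137J) and 3 *PRN;Cdk12KO* lines (6140, 6227 and 6363). The authors quantified transcripts with kallisto on an index of mm10 and summed them per gene, which gave the deposited estimated counts with no further normalization. The deposited TPM values were made by the authors with the same kallisto runs, summed per gene, and are scaled within each library. The version of kallisto and the release of the annotation are not named in the paper's text. All per-sample columns were used. Of 40077 genes listed, 39867 were matched by identifier to GENCODE vM21, which gave positions on mm10. The estimated counts summed to between 15653213 and 18612534 per library, and the 10 genes with the most counts took 5.3% to 8.1% of them. Errors given are SDs between lines or standard errors of the fit, and no counting intervals were computed.

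Counts were rounded and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test with robust dispersions and TMM normalization. *PRN;Cdk12KO* against *PRN;Cdk12WT*, 6137J against *PRN;Cdk12WT* and 6137J against *PRN;Cdk12KO* were tested in 1 fit of 3 groups, and 6137J against the other 5 lines in a fit of 2 groups. 6137J adds nothing to the estimate of the spread and is assumed to vary like the other lines. Genes with a mean of at least 1 TPM in either group were kept, and p-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Exact permutation of 3 lines against 2 has 10 splits, so its smallest p is 0.1.

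From textbook knowledge, 34 gene lists with 1072 symbols were written, of which 1058 were matched. The 32 lists with at least 5 tested members were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Another 10 lists were read from Fig. 3*C*, Fig. S3*D* and Fig. S6 and were reported gene by gene. The genes named in the text are some of those taken by a rule, which took every gene these figures label, the 10 genes in each direction with the largest change among those that passed and did not overlap between groups, filled by smallest p where fewer passed, and up to 4 members of each list with the smallest p. Predicted genes were skipped.

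Correlations between lines and principal components used log2(TPM + 1) of genes with a mean of at least 1 TPM. Expression along chromosomes was compared with 10000 random lists matched on mean expression, and in windows of 10 Mb with at least 20 genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for these.

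The tests were tried on simulated counts. With log2 changes of 2, edgeR recovered 34.8% of changed genes between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, limma-voom 21.2% and DESeq2 75.8%. Among 15637 unchanged genes, they called 5, 1 and 104. camera recovered a list of 40 genes shifted by −0.5 and called 0 of 20 unchanged lists, with genes simulated as independent of each other.

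The alternatives were limma-voom, which is the procedure the paper names, DESeq2 1.42.0, other scaling factors, other filters on low genes, leaving out each line in turn, and for the lists an estimated correlation, fry, and fgsea 1.28.0. In all, 68 alternatives were set before the data were examined and 10 were added afterwards. A check of the libraries on genes that depend on sex, at a floor of 1 TPM, found 0 of 6 libraries with a Y-linked gene and 1 with *Xist* below the floor. The Hallmark sets, the exome sequencing, the screens and the tissue data of the paper were not used here.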

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

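The test for macrophages was chosen after the level of *Csf1r* had been seen.

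Mesenchymal and EMT genes differed between 6137J and the *PRN;Cdk12KO* lines, when both were set against the *PRN;Cdk12WT* lines. The median of 48 genes in 6137J minus the *PRN;Cdk12KO* lines was −0.707 on the log2 scale (camera adjusted p = 0.000646, but 0.852 with an estimated correlation and 0.696 with fry), and −1.13 from edgeR's log2 fold changes. The median of log2 CPM differences was −1.21 without 6140 and −1.22 without 6227. The level of the list in 6137J was below that in each of the 3 *PRN;Cdk12KO* lines. Over the alternatives the adjusted p ran from 1.26e-07 to 0.852, with 0.000103 to 0.0243 when 1 line was left out. No explanation was tested.

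The RNA of cytosolic ribosomal proteins, which the paper does not discuss, was lower in *PRN;Cdk12KO* than in *PRN;Cdk12WT* lines. The median of 53 genes was −0.573 (camera adjusted p = 3.67e-12, but 0.791 with an estimated correlation and 0.395 with fry), with 52 genes below 0 and 33 with every *PRN;Cdk12KO* line below both *PRN;Cdk12WT* lines, where chance gives 10% of genes. *Rpl6* RNA was 2257 and 1904 TPM in 12402 and 15973, and 1306, 1146 and 1133 TPM in 6140, 6227 and 6363. With edgeR, 0 genes passed over all genes (30 at an unadjusted p under 0.05, 0 with limma-voom and 19 with DESeq2). Over the alternatives the adjusted p of the list ran from 7.65e-14 to 0.791. No explanation was tested.

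*Csf1r*, which the paper does not discuss, was at 30.13 TPM in 6137J and between 2.22 and 5.34 TPM in the other 5 lines. The log2 fold change was 3.97 (standard error 0.39, adjusted p = 0.126 from edgeR, 0.0284 from limma-voom and 3.64e-10 from DESeq2), and 2.98 with transcript length offsets. It is higher in 1 library, and the genes were named by their p-values. Macrophages among the cells would bring their abundant transcripts. The median of *Tyrobp*, *Fcer1g*, *C1qa*, *C1qb* and *C1qc* in 6137J was 0.0 TPM, with *Fcer1g* at 2.23 TPM (up to 2.33 TPM in 6363) and the other 4 listed at 0, as was *Ptprc*. *Cd74*, which macrophages also express, went the other way, at 7.40 TPM in 6137J and 0.49 to 1.42 TPM in the others (log2 fold change 3.24, standard error 0.57, adjusted p = 0.311 from edgeR, 0.114 from limma-voom and 0.0293 from DESeq2). The 4 genes at 0 argue against macrophages, which would bring all of them. No biological explanation was tested.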

How the results depend on the processing

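The 3-group limma-voom fit, the transcript length offsets, and for the lists in 6137J the filters on the mean of the 6 lines (also with an estimated correlation) and of the other 5 lines and no filter, and the matched random lists with 1 line left out, were chosen after the data were seen. Of 12 results for whole comparisons, 90 values under alternatives stayed within 1.5 times a count, within the spread of a value or, for similarity, in direction, and 27 moved, and none of these reversed. Of 17 results for single gene lists, 136 values kept direction and side, 46 no longer passed, 3 reversed and 1 passed where the result had not. Of the 46, 15 came with an estimated correlation, 14 with fry, 2 with fgsea, 4 with the filter on the mean of the 6 lines and an estimated correlation, and 11 when 1 line was left out. For type I interferon response genes between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, which did not pass, the direction reversed without 15973 (adjusted p = 1.65e-05), 6140 (0.643) and 6227 (0.935), and without 12402 they passed as lower (5.8e-07). Of 560 log2 fold changes of 40 genes named in the text under alternatives, 525 stayed the same by these limits and 35 moved. Only 1 changed sign, that of *Brca1* between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines without 6227 (0.02). Of all genes the naming rule took, 27 of 205 changed sign in any setting between *PRN;Cdk12KO* and *PRN;Cdk12WT*, 10 of 75 between 6137J and *PRN;Cdk12WT*, 12 of 75 between 6137J and *PRN;Cdk12KO* and 14 of 209 between 6137J and the other 5 lines.

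edgeR called 0 genes in each comparison, and DESeq2 called 1389 between *PRN;Cdk12KO* and *PRN;Cdk12WT*, 1050 between 6137J and *PRN;Cdk12WT*, 320 between 6137J and *PRN;Cdk12KO* and 218 between 6137J and the other 5 lines. limma-voom called 17 in the last, and 0 there in the fit of 3 groups. Without TMM factors edgeR called 2 in the first comparison and 1 in the second. With no filter on low genes, which tests more genes, it called 22, 9, 0 and 3. With 6137J joined to the *PRN;Cdk12KO* lines it called 6. When 1 line was left out it called 0 to 1 between 6137J and the others (the highest without 6227). With all lines, 1024 genes had an unadjusted p under 0.05 there. A line left alone in its genotype was assumed to vary like the others. The cause of these changes was not tested.

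Of the lists, 9 passed between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines and 11 between 6137J and the others. With an estimated correlation 0 and 1 passed, and with fry 0 and 2. Repair genes in *PRN;Cdk12KO* lines had an adjusted p of 0.791 with an estimated correlation, 0.465 with fry, and 6.88e-05 to 0.0674 when 1 line was left out, where they did not pass without 15973. In 6137J, mesenchymal genes had 0.923, 0.837, and 0.000485 to 0.171, and did not pass without 6140 (0.0629) or 6363 (0.171). Epithelial genes had 0.719, 0.348, and 4.68e-05 to 0.00452. Secretory markers had 0.522 with an estimated correlation, and passed with fry and without any 1 line. With the filter on the mean of the 6 lines and an estimated correlation, 0 lists passed in 6137J, with 0.848 for mesenchymal genes, 0.541 for epithelial genes, 0.314 for secretory and 0.0835 for multiciliated markers. Multiciliated markers passed under every other alternative run. The cause was not tested.

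The difference in mean r between 6137J and the 2 genotypes was 0.0132 to 0.2492 under all alternatives. The correlation of fold changes was 0.607 (without 6227) to 0.761 (without 12402) when 1 line was left out, with 0.743 without 15973 and 0.682 without 6363. Between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, 3 (without 6363) to 7 (without 12402, 15973 or 6227) chromosomes passed, against 4 with all lines. The rho of fold change with gene length was 0.177 for genes of at least 5 TPM and 0.083 (without 12402) to 0.151 (without 15973) when 1 line was left out. No paired analysis was possible because the lines are not paired. Library totals differed by less than 1.5 times.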

Differences from the paper's values

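The number of genes up-regulated in 6137J at an unadjusted p under 0.05 is about 1100 in the paper's Fig. S6*A*, read by eye, and 669 with edgeR for 6137J against the other 5 lines. The figure prints the number as text, lying midway between 2 rounded values. It is rounded up here to 2 digits, and the comparisons below use the rounded value. Against the number as printed, the value without 12402 would also be within 1.5 times, and against the number rounded down the main value and that without TMM factors would be too. The legend gives the p-value threshold, and the paper's text does not name the groups compared. Of the alternatives set before the data were examined, the value is within 1.5 times the paper's with limma-voom (963), with no filter on low genes (789), without 6227 (858) and in the fit of 3 groups (1066). It is not with DESeq2 (583), without TMM factors (682), with RLE factors (664), with filterByExpr (666), or without 12402 (711), 15973 (579), 6140 (553) or 6363 (547). Of those chosen after seeing the values, limma-voom in the fit of 3 groups gave 1323 and transcript length offsets gave 656.

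In the paper's heatmap of DNA damage-related genes (Fig. S3*D*), the column labelled 6140 is the lowest for *Fancd2*, *Atm* and *Brca1*. In the deposited values, 6227 is the lowest line for all 3 genes. *Fancd2* is 2.60 TPM in 6227 and 4.84 TPM in 6140, *Atm* 6.48 and 7.74 TPM, and *Brca1* 12.4 and 20.9 TPM. The Pearson correlations of all 15 pairs of lines match those printed in Fig. S3*F* to 2 decimals.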

Other observations

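The tests of library scaling and of dividing cells, and the matched lists with 1 line left out, were chosen after the repair genes had been seen to be lower.

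Homologous recombination and Fanconi anemia genes were lower in *PRN;Cdk12KO* than in *PRN;Cdk12WT* lines by the preset-correlation test. The call did not hold without 15973 (adjusted p = 0.0674) or with an estimated correlation (0.791), and the median was −0.548 without 6140 and −0.135 without 6227. Random lists matched on exonic length and expression had a median of 0.081 (95% between −0.121 and 0.298, 10000 lists), against −0.337 for the list, which argues against a length bias. The difference of −0.418 between the list and these lists also argues against library scaling, which would move both alike. The median of edgeR's log2 fold changes over all genes was 0.034, but normalization centres this median, so it cannot decide about scaling. The list lay below the central 95% of matched lists when any 1 line was left out too, nearest without 6227, at −0.135 against −0.098 to 0.251. Fewer dividing cells in the *PRN;Cdk12KO* cultures stay open as an explanation, and cannot be told apart from an effect of *Cdk12* on these genes with 6 lines. Over the lines, the level of the list followed that of G2/M and mitosis genes with Pearson r = 0.94 (exact permutation p = 0.0125) and Spearman rho = 0.66 (exact permutation p = 0.175), and r was 0.37 without 6227 and 6137J, so the relation rests on these lines. For DNA replication and S phase genes, r was 0.94 (exact permutation p = 0.0403), rho 0.6 (exact permutation p = 0.2417) and r without these lines 0.03. The genotype itself stays open as a biological explanation, and no test separated it from growth.

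CDK12 acts in transcription elongation, so a hypothesis was that long genes are lower in *PRN;Cdk12KO* lines. The median log2 fold change of 13310 genes, grouped by genomic span into 5 groups of like size, was higher in the group of longest than in that of shortest genes by 0.264, and higher in each of the 6 pairs of a *PRN;Cdk12KO* and a *PRN;Cdk12WT* line (0.146 to 0.322), which argues against the hypothesis. The pair of *PRN;Cdk12WT* lines differed by 0.122. A second hypothesis was that transcripts of long genes are shorter in *PRN;Cdk12KO* lines. The mean transcript length in the group of longest genes, relative to that of shortest genes, differed by −0.0126 on the log2 scale (−0.0276 to 0.0022 over the 6 pairs), less than the 0.0288 between the *PRN;Cdk12WT* lines, so shorter transcripts cannot be told apart from no change.

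Of 20 chromosomes, 4 passed camera between *PRN;Cdk12KO* and *PRN;Cdk12WT* lines, with a median log2 fold change of 0.30 on chromosome 12 (adjusted p = 0.00121), −0.16 on chromosome 2 (adjusted p = 0.00963), −0.15 on chromosome 15 (adjusted p = 0.0143) and −0.15 on chromosome 3 (adjusted p = 0.0269). With an estimated correlation 0 passed (smallest adjusted p = 0.513). Chromosomes with a median shifted by more than 0.2 from the other 5 lines numbered 6 in 12402, 3 in 15973, 3 in 6137J and 1 in each *PRN;Cdk12KO* line.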
